# NPM and NPM-MLF1 interact with chromatin remodeling complexes and influence their recruitment to specific genes

**DOI:** 10.1371/journal.pgen.1008463

**Published:** 2019-11-01

**Authors:** Anaïs Darracq, Helen Pak, Vincent Bourgoin, Farah Zmiri, Graham Dellaire, El Bachir Affar, Eric Milot

## Abstract

*Nucleophosmin (NPM1)* is frequently mutated or subjected to chromosomal translocation in acute myeloid leukemia (AML). NPM protein is primarily located in the nucleus, but the recurrent NPMc+ mutation, which creates a nuclear export signal, is characterized by cytoplasmic localization and leukemogenic properties. Similarly, the NPM-MLF1 translocation product favors the partial cytoplasmic retention of NPM. Regardless of their common cellular distribution, NPM-MLF1 malignancies engender different effects on hematopoiesis compared to NPMc+ counterparts, highlighting possible aberrant nuclear function(s) of NPM in NPMc+ and NPM-MLF1 AML. We performed a proteomic analysis and found that NPM and NPM-MLF1 interact with various nuclear proteins including subunits of the chromatin remodeling complexes ISWI, NuRD and P/BAF. Accordingly, NPM and NPM-MLF1 are recruited to transcriptionally active or repressed genes along with NuRD subunits. Although the overall gene expression program in NPM knockdown cells is similar to that resulting from NPMc+, NPM-MLF1 expression differentially altered gene transcription regulated by NPM. The abnormal gene regulation imposed by NPM-MLF1 can be characterized by the enhanced recruitment of NuRD to gene regulatory regions. Thus, different mechanisms would orchestrate the dysregulation of NPM function in NPMc+- *versus* NPM1-MLF1-associated leukemia.

## Author summary

NPMc+ mutation is the most common mutation in acute myeloid leukemia (AML) with prevalence in one third of all AML cases. NPM can also be involved in leukemogenic translocation including the t(3;5)(q25;q34) NPM-MLF1 translocation, which is associated to bad clinical course but remains poorly defined. We are reporting that NPM and the leukemogenic NPM-MLF1 play central role in chromatin organization and gene regulation in hematopoietic cells. A proteomic analysis provided the evidence that NPM and NPM-MLF1 are interacting with the chromatin remodeling complexes NuRD, P/BAF and ISWI in hematopoietic cells. The NPM nuclear depletion, such as imposed by the leukemogenic NPMc+ mutation, or the expression of NPM-MLF1 favors the uncontrolled recruitment of the CHD4/NuRD to chromatin and the abnormal regulation of NPM-target genes. Our results suggest that the abnormal gene regulation forced by NPM-MLF1 is different than the loss of nuclear function imposed by NPMc+, and it can be characterized by the enhanced recruitment of CHD4/NuRD to genes. Thus, NPM-MLF1 is likely to promote hematopoietic malignancies by disruption of gene regulation imposed by the NuRD activity.

## Introduction

Dysregulation of tumor suppressors and oncogenes can influence gene expression either directly or indirectly by altering the structure of chromatin and/or DNA methylation patterns, thereby reshaping the epigenome with consequences for a myriad of cellular functions. This phenomenon is particularly well described in acute myeloid leukemia (AML) [1, 2], where characteristic mutations or chromosomal translocations frequently affect the function of transcriptional regulators. For example, the frameshift mutation of *NPM1* exon 12 that promotes *de novo* creation of a nuclear export signal and promotes NPM cytoplasmic accumulation (NPMc+) [3], influences the transcriptome in hematopoietic cells [4, 5]. NPMc+ is detected in one third of AML cases and distinctively marks ~60% of cytogenetically normal AML (CN-AML; [3]). In addition, *NPM1* locus deletion or translocations (*e*.*g*., NPM-MLF1, NPM-ALK and NPM-RARα) are associated with many hematological malignancies including AML [6]. *NPM1* is one of the most commonly mutated/rearranged genes in hematological malignancies.

Determination of the mechanisms underlying the pathological effects of NPM mutation, rearrangement or deletion is complicated by the multiple cellular functions exerted by this factor [7–11]. Evidence for the participation of NPM in gene regulation is mainly supported by results indicating that it can interact with transcription factors [6, 12] and cofactors including the chromatin remodeler BRG1 [8] and histone modifiers such as HDAC1 and HDAC2 [10, 11]. However, it remains to be determined whether these interactions reflect the protein chaperone function of NPM [9, 13, 14] or the result of direct or indirect transcriptional regulation elicited by mutant NPM. Similarly, mechanistic details of how mutant NPM might alter transcription regulation remain to be fully elucidated.

The homodimerization capacity of NPM is maintained in NPMc+, thus favoring cytoplasmic localization of the native, non-mutated form of NPM [3]. Since NPM is predominantly located in the nucleus, the cytoplasmic relocalization imposed by NPMc+ creates a deficit in NPM nuclear function thereby promoting leukemia development [15]. This is supported by transcriptomic analyses of bone marrow cells from healthy donors *vs* AML patients, which demonstrate that multiple genes are deregulated in NPMc+ AML [4, 5]. However, the genetic and epigenetic heterogeneity that characterizes AML has hampered the investigation of precise mechanisms responsible for aberrant transcriptional regulation in NPMc+ leukemia cells.

The translocation product NPM-MLF1 retains the capacity to interact with NPM, and the resulting ‘heterodimer’ partially accumulates in the cytoplasm [16]. Thus, it was proposed that like NPMc+, NPM-MLF1 would promote leukemia through the loss of NPM nuclear function [3]. However, NPMc+ and NPM-MLF1 exert different effects on hematopoietic cells. Unlike NPMc+, which is associated with “frank leukemia” development and is a good prognostic marker, NPM-MLF1 is associated with pre-leukemic MDS (myelodysplastic syndrome) and poor prognosis AML [17]. Given the differential effects on hematopoietic development and the partial nuclear localization of the NPM-MLF1 fusion protein, it is possible that transcriptional programs are altered by a gain-of-function imposed by nuclear NPM-MLF1. Thus, defining the molecular mechanism(s) influenced by the oncoproteins NPMc+ and NPM-MLF1 would have important implications for targeted therapy, particularly for poor prognosis NPM-MLF1 AML.

We sought to determine how NPM and NPM-MLF1 influence the transcriptome of hematopoietic cells and assess whether the effect of NPM-MLF1 expression could reflect the effect of the absence of NPM and/or expression of NPMc+. NPM and NPM-MLF1 proteomic analysis performed in hematopoietic cells led to the identification of novel protein interactions involving NPM and/or NPM-MLF1. Prominent among these interactions were those involving several subunits of the chromatin remodeling complexes NuRD (nucleosome remodeling and deacetylase) [18], BAF, and/or PBAF (Polybromo-associated BAF) [19, 20], as well as ISWI (Imitation-SWItch) complexes [21, 22], suggesting the direct implication of NPM and NPM-MLF1 in shaping the epigenome of hematopoietic cells. Similar to previous studies of NPMc+ AML patient samples, our transcriptomic analysis indicates that NPM knockdown (NPM^KD^) elicits an aberrant gene expression signature. Mechanistically, we demonstrate that NPM promotes the targeted recruitment of NuRD complex to specific genes to regulate their expression, which is significantly impacted by NPM^KD^. We demonstrate that residual nuclear NPM-MLF1 directly binds chromatin and can enhance recruitment of NuRD to gene regulatory regions. Based on our results, we propose that the NPM-MLF1 translocation contributes to leukemogenesis by the modification of gene expression, which can be associated to the altered recruitment of NuRD.

## Results

### Characterization of the NPM and the NPM-MLF1 protein interactomes in hematopoietic cells

Western blot assays of Flag-HA-NPM (FH-NPM), FH-NPMc+ and FH-NPM-MLF1 cell lysates indicated that expression of the transgenic proteins was less than 50% of the endogenous NPM protein in all K562 clones (respectively, K562/NPM, K562/NPMc+ and K562/NPM-MLF1; S1A and S1B Fig), hence precluding artefactual protein-protein interactions due to overexpression. The molecular weight of the FH-NPM and FH-NPMc+ is ~40 kDa and that of FH-NPM-MLF1 is ~70 kDa. Low transgene expression was also indicated by RT-qPCR (S1C Fig). Since the levels of mRNA are not strictly correlated with transgene protein levels, post-transcriptional mechanisms are likely to be important to control the accumulation of these proteins. The characterization of these models indicated that expression of the transgenes had no significant effect on cell cycle, apoptosis (S1D Fig) or cell proliferation in exponentially growing cultures (S1E Fig), even though the NPMc+ expressing cells escaped growth inhibition when approaching confluence. In any case, during log phase growth, the low-level expression of transgenes does not substantially influence proliferation of the different clones, thus allowing comparative analyses.

Immunostaining detection of FH-NPM, FH-NPMc+ and FH-NPM-MLF1 indicated that, as expected [15, 16], FH-NPM was mostly located in the nucleus with strong accumulation in nucleoli; whereas FH-NPM-MLF1 rather than being located to nucleoli, was found in nuclear puncta and exhibited an increased localization in the cytoplasm (S1F Fig). Similarly, a portion of FH-NPMc+ also relocated to the cytoplasm (S1F Fig). This is consistent with the previously described localization of NPMc+ in the patient-derived leukemic cells OCI-AML3 (S1G Fig), which express NPMc+ as a result of oncogenic mutation [23]. Finally, in both NPMc+ and NPM-MLF1 expressing cells, the endogenous NPM was detected in cytoplasmic and nuclear fractions (S1H and S1I Fig).

The prevalent model to explain how NPMc+ and NPM-MLF1 can promote leukemia is related to their capacity to relocate NPM to the cytoplasm and hence, favor nuclear depletion of NPM [3, 15, 16]. Although the cytoplasmic accumulation of NPMc+ was demonstrated to be required for its leukemogenic capacity [24], NPMc+ and NPM-MLF1 might impose a nuclear gain-of-function due to the displacement of NPM-interacting proteins within the nucleus and/or by modifying cofactor recruitment to specific genes. The latter is particularly conceivable for NPM-MLF1, since MLF1 overexpression and nuclear localization were reported to affect regulation of specific genes [25, 26]. To test this hypothesis, we defined the NPM and NPM-MLF1 interactomes in hematopoietic cells. The identification of nuclear proteins interacting with NPM and/or NPM-MLF1 was performed by tandem immunoaffinity purification (TAP-Tag) followed by LC-MS/MS analysis [27, 28]. TAP-tag purification was monitored by silver staining (Fig 1A), and the lists of potential interacting proteins are presented in S1 File. NPM and NPM-MLF1 interactomes were analyzed using STRING database (https://www.ncbi.nlm.nih.gov/pubmed/27924014; accessed on 20/08/2018) and the proteins were regrouped according to cellular components and biological processes (Table 1; Fig 1B and S2 Fig). In agreement with the IF analysis (S1F and S1I Fig), NPM interacts with many nucleolar proteins whereas NPM-MLF1 interacts mostly with nucleoplasmic factors (Fig 1B). Proteins associated with organelles, macromolecular complexes, cytosol, chromatin, and cell junctions are represented in similar proportions in the NPM and NPM-MLF1 interactomes. However, the percentage of proteins in catalytic complexes and cytoskeleton is enhanced in the NPM-MLF1 interactome, and the percentage of proteins involved in RNA splicing is larger in the NPM interactome (Fig 1B). Furthermore, biological process analysis suggests that NPM is primarily implicated in ribosomal function, consistent with its localization in nucleoli (S1F Fig). On the other hand, the NPM-MLF1 interactome was enriched in nucleoplasmic proteins including those involved in gene regulation. Thus, the comparative analysis of the interactomes of NPM and NPM-MLF1 indicates differences in proteins with nuclear functions and suggests that the oncogenic NPM-MLF1 fusion protein may affect distinct cellular mechanisms due to alteration in its affinity (vs NPM) for specific nuclear complexes. Interestingly, our interactome analysis revealed that both NPM and NPM-MLF1 are associated with chromatin organization factors since many peptides corresponding to subunits of the remodeling complexes NuRD, P/BAF and the ISWI family [18, 20, 29, 30], were identified by LC-MS/MS (Table 1 and S2 Fig). According to the number of peptides and subunits detected for NuRD or P/BAF complex, the NPM interactions with these remodeling complexes are likely to be less frequent or less stable than the corresponding interactions with NPM-MLF1. Indeed, the number of NPM peptides detected by the LC-MS/MS analysis was greater for the NPM TAP-Tag than for the NPM-MLF1 TAP-Tag analysis (Table 1), and no apparent difference was noted for NPM *vs* NPM-MLF1 interactions with the ATPases SNF2H (SMARCA5) and SNF2L (SMARCA1), which are alternatively included in the ISWI-type complexes [22]. The complete lists of factors involved in transcriptional regulation identified by the LC-MS/MS analysis are presented in S2 File. Many of these potential direct or indirect interactions (hereafter referred to as interactions) were subsequently confirmed by co-immunoprecipitation (co-IP) with Flag, CHD4 (NuRD ATPase) and SNF2H (ISWI ATPase) antibodies, hence further supporting the interactions between NPM-MLF1 and subunits of the NuRD, P/BAF and ISWI-type complexes (Fig 1C and 1D). The co-IP were performed on nuclear extracts that contain deniable traces of DNA (S3 Fig) and DNaseI treatment did not affect NPM and NPM-MLF1 protein interactions with CHD3/CHD4, MTA2, MBD3 (Fig 1E). Finally, since we also observed these interactions in the erythroleukemia cell line HEL (Fig 1F), we conclude that (i) interactions between NPM and CHD4, BRG1 or SNF2H are not cell line-dependent; and (ii) the endogenous NPM can interact with these remodeling complexes in the absence of the transgenic NPM or NPM-MLF1 protein.

**Fig 1:**
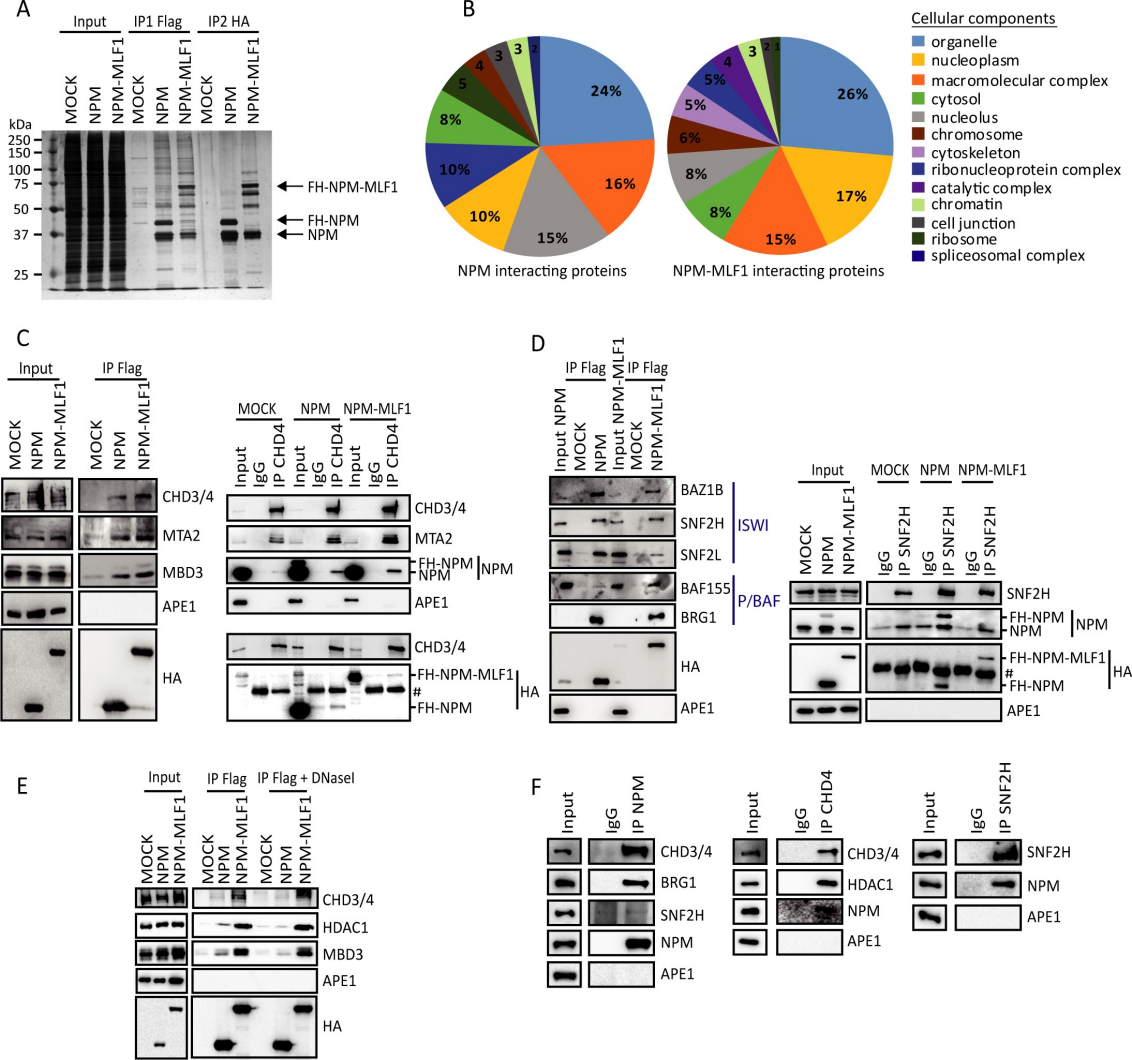
NPM and NPM-MLF1 interact with chromatin remodeling complexes. **A**) Flag-HA tandem immunoaffinity purification; nuclear extract from MOCK, NPM or NPM-MLF1 expressing cells were used for sequential immunoaffinity purification and a fraction of the different purification steps was loaded and detected by silver staining; Input: nuclear extracts; IP1 Flag: Flag purification; IP2 HA: HA purification; arrows indicate the bands corresponding to FH-NPM-MLF1, FH-NPM and the endogenous NPM; protein molecular weights are indicated on the left side of the panel; **B**) LC-MS/MS data analysis made with STRING database; NPM and NPM-MLF1 interacting partners are classified according to cellular component organization; **C**, **D**) Co-immunoprecipitation assays; K562 nuclear extracts of MOCK, NPM or NPM-MLF1 expressing cells were immunoprecipitated (IP) with Flag, CHD4, SNF2H antibodies or isotype-matched immunoglobulins (IgG); the antibodies used for Western blots are indicated on the right side of the panels; antibodies were specific for NuRD (panel **C**) or ISWI and P/BAF (panel **D**) complex; APE1 was used as negative control; **E**) Immunoprecipitation assay with Flag antibodies; K562 nuclear extracts of MOCK, NPM or NPM-MLF1 were treated with 10 μg/mL of DNaseI; **F**) Co-immunoprecipitation experiments were performed with NPM, BRG1, SNF2H antibodies or isotype-matched immunoglobulin (IgG) in HEL WT cell nuclear extracts. The proteins detected by Western blot are indicated on the right side of the panels.

**Table 1:** Immunoaffinity purification and identification of FH-NPM and FH-NPM-MLF1 interacting proteins from K562 cells, by LC-MS/MS analysis.

**NPM associated factors**					
**Gene symbol**	**Nb unique peptides**	**Nb peptides total**	**AVG**	**Coverage**	**Complex**
NPM	49	704	3.4781	72.4%	-
HDAC1	1	2	2.7785	2.5%	NuRD
MTA1	1	1	1.5869	1.4%	NuRD
GATAD2A	2	2	2.7539	3.6%	NuRD
SMARCC1 (BAF155)	13	13	2.4901	12.4%	P/BAF
SMARCC2 (BAF170)	5	5	2.7647	5.4%	P/BAF
ACTL6A	3	3	3.2014	10.7%	P/BAF
SMARCB1 (SNF5)	2	2	2.8289	7.8%	P/BAF
SMARCD2 (BAF60B)	2	2	3.3591	5.3%	P/BAF
SMARCD1 (BAF60A)	1	1	3.407	2.5%	P/BAF
SMARCA4 (BRG1)	1	1	2.6197	0.7%	P/BAF
BAF180 (PBRM1)	1	1	3.6717	1.1%	P/BAF
DDX21	27	34	3.0167	35%	ISWI
SMARCA5 (SNF2H)	23	26	2.7362	22.2%	ISWI
SMARCA1 (SNF2L)	9	9	2.6112	5.8%	ISWI
MYBBP1A	7	7	2.6662	5.3%	ISWI
WSTF (BAZ1B)	5	5	2.4308	4.4%	ISWI
DEK	2	2	2.7281	8.3%	ISWI
**NPM-MLF1 associated factors**					
**Gene symbol**	**Nb unique peptides**	**Nb peptides total**	**AVG**	**Coverage**	**Complex**
NPM	30	202	3.3753	68%	-
CHD4	19	24	2.7103	9.7%	NuRD
HDAC1	12	13	2.8632	23.7%	NuRD
HDAC2	8	9	3.2925	14.5%	NuRD
RBBP4	8	9	2.8428	26.1%	NuRD
CHD3	7	8	2.8151	4.5%	NuRD
GATAD2A	5	5	2.7687	10.4%	NuRD
MTA2	4	5	3.166	8.8%	NuRD
MTA1	3	3	2.8883	4.9%	NuRD
MBD3	1	1	3.1199	4.8%	NuRD
GATAD2B	1	1	3.4446	4.2%	NuRD
BAF180 (PBRM1)	27	29	2.771	18.2%	P/BAF
SMARCC1 (BAF155)	13	14	2.8801	16.8%	P/BAF
SMARCA2 (BRM)	8	9	2.6807	6%	P/BAF
SMARCA4 (BRG1)	8	8	3.0084	6.4%	P/BAF
ARID2	7	7	2.7209	6.9%	P/BAF
SMARCC2 (BAF170)	6	6	3.615	7.4%	P/BAF
ACTL6A	3	3	3.1549	8.6%	P/BAF
BRD7	3	3	3.5831	9.8%	P/BAF
SMARCB1 (SNF5)	1	1	3.3006	3.6%	P/BAF
SMARCD1 (BAF60A)	1	1	2.9127	2.5%	P/BAF
SMARCE1 (BAF57)	1	1	3.303	2.9%	P/BAF
SMARCD2 (BAF60B)	1	1	3.2464	2.8%	P/BAF
SMARCE1	1	1	3.303	2.9%	P/BAF
BAF45A (PHF10)	1	1	2.4624	3.6%	P/BAF
BCL7C	1	1	2.2226	5.5%	P/BAF
BCL7A	1	1	1.8993	4.8%	P/BAF
SMARCA5 (SNF2H)	19	20	3.0813	18.5%	ISWI
BPTF	12	12	3.0648	5.6%	ISWI
SMARCA1 (SNF2L)	10	11	2.2798	7.5%	ISWI
DDX21	9	10	2.8947	15.1%	ISWI
WSTF (BAZ1B)	7	8	3.0102	7.1%	ISWI
MYBBP1A	2	2	2.7507	1.9%	ISWI

Gene symbols, number of unique and total peptides, corresponding average mass (AVG), percentage of coverage and known protein complexes are indicated. P/BAF: BAF and PBAF complexes.

We focused on the interactions of NPM and NPM-MLF1 with NuRD and P/BAF since the TAP-Tag results suggest that the subunits of these two complexes preferentially interact with NPM-MLF1 (*vs* NPM; Table 1), and both are critical regulators of transcription in hematopoietic cells. To determine the size and composition of the NuRD and P/BAF complex(es) associated with NPM and NPM-MLF1, we performed size exclusion FPLC on nuclear extracts from NPM- and NPM-MLF1-expressing cells. NPM protein eluted in multiple fractions, suggesting that it is included in different nuclear complexes (S4 Fig). Since the fractions whereby NPM was detected were the same in NPM- and NPM-MLF1-expressing cells (S4 Fig), we conclude that NPM-MLF1 expression does not substantially modify the endogenous NPM interactome. As predicted, NPM and NPM-MLF1 co-fractionated with the NuRD subunits CHD3/CHD4, HDAC1 and MBD3 as well as the P/BAF nucleosome remodeling ATPase BRG1 (S4 Fig). To further demonstrate complex formation, FPLC was also performed after Flag immunoaffinity purification of FH-NPM and FH-NPM-MLF1 nuclear extracts (Fig 2A). Size exclusion chromatography of Flag immunoaffinity purified proteins indicated that NPM and NPM-MLF1 co-elute with CHD3/CHD4, HDAC1, and MBD3 in different fractions regrouped in three distinct peaks. The NPM-NuRD and NPM-MLF1-NuRD peaks/complexes were regrouped in fractions around 2000 kDa, 750 kDa and 600 kDa (Fig 2A; S5A Fig). Nonetheless, the fractionation pattern of NPM-MLF1 was different from that of NPM since a large portion of the former was included in fractions ~2000 kDa to 750 kDa and had a distinctive increase of NuRD subunits and BRG1 in fractions near 1100 kDa (right panels; Fig 2A). Thus, the fusion protein NPM-MLF1 is likely to impose variations in composition of the remodeling complexes NuRD and P/BAF. To gain information regarding the effect of NPM-MLF1 on complex formation, we repeated the immunoaffinity purifications of FH-NPM and FH-NPM-MLF1 (Fig 2B and 2C) followed by size exclusion chromatography. The collected fractions were used for LC-MS/MS analysis in order to identify proteins co-eluting in distinct complexes. The FPLC fractions from 2000 kDa to 600 kDa were collected and divided in 3 groups according to peaks that were defined by the abundance of remodeling complex factors (see Fig 2B and 2C): (peak 1) fractions around 2000 kDa; (peak 2) fractions around 1100 kDa; and (peak 3) fractions around 750 kDa. The MS results are presented in S3 File and are summarized in Table 2 and Fig 2D. The comparative analysis of the MS results indicates that NuRD and ISWI subunits eluted primarily in ‘peak 2’ fractions of FH-NPM and FH-NPM-MLF1 samples. The subunits of the P/PAF are primarily in ‘peak 1’ of the FH-NPM sample but importantly, half of P/BAF subunits detected in the HF-NPM-MLF1 sample are primarily eluting in ‘peak 2’ instead of peak 1, thus suggesting the reorganization of P/BAF in NPM-MLF1 expressing cells. Based on these results, we next assessed the existence of a complex containing CHD4 and BRG1. Using co-IP procedure, we could not detect interaction between these nucleosome remodeling ATPases in the NPM or NPM-MLF1 cells (S5B Fig), thus suggesting the absence or low occurrence of complex(es) including both remodeling activities.

**Fig 2:**
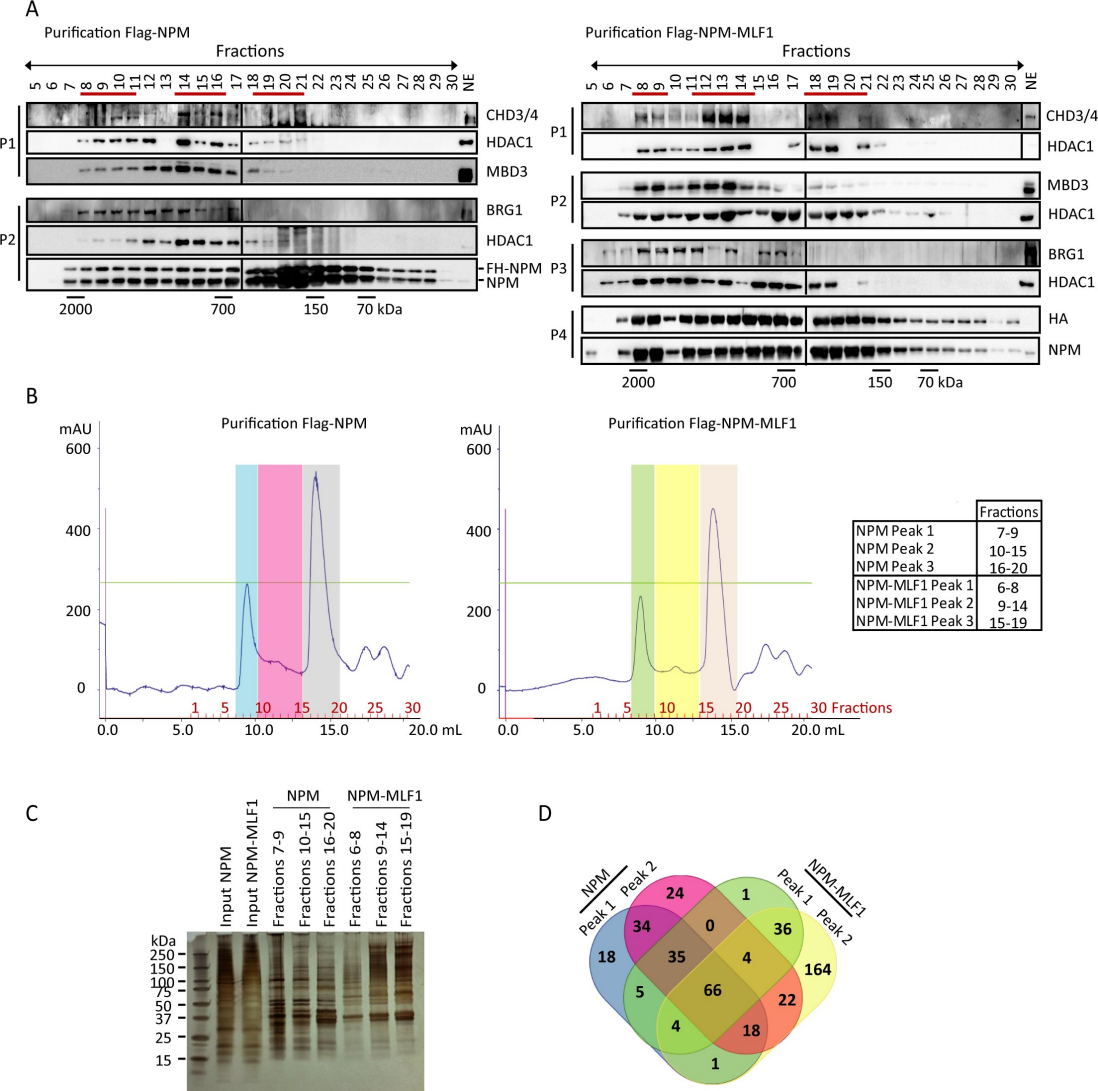
Characterization of NPM and NPM-MLF1 interacting complexes. **A**) Size-exclusion chromatography (FPLC); Flag-NPM and Flag-NPM-MLF1 affinity purified complexes were fractionated on Superose 6 10/300GL column; the antibodies used for Western blot are indicated on the right side of the panels; average fraction size in kDa is indicated under the panels; red lines above panels indicate NuRD subunits elution peaks; NE: nuclear extract; P1, P2, P3 and P4 refer to different purification experiments. **B)** Chromatograms of the Flag-NPM and Flag-NPM-MLF1 purifications after size-exclusion by FPLC. Fraction numbers are indicated at the bottom of the chromatograms. Fractions were regrouped according to the peaks (each with a distinct color) and were used for MS/MS analyses (NPM Peak 1: fractions 7–9; NPM Peak 2: fractions 10–15; NPM Peak 3: fractions 16–20; NPM-MLF1 Peak 1: fractions 6–8; NPM-MLF1 Peak 2: fractions 9–14; NPM-MLF1 Peak 3: fractions 15–19). **C)** Silver staining of the Inputs and regrouped fractions corresponding to each; Input: nuclear extracts. **D)** Venn diagram indicating the distribution of proteins detected in NPM peaks 1 and 2, NPM-MLF1 peaks 1 and 2. The number of proteins in each sections of the diagram is indicated.

**Table 2:** LC-MS/MS analysis of size exclusion chromatography after immunoaffinity purification of FH-NPM or FH-NPM-MLF1 interacting proteins.

Gene Symbol	NPM Nb unique peptides			NPM-MLF1 Nb unique peptides			Complex
	Peak 1	Peak 2	Peak 3	Peak 1	Peak 2	Peak 3	
NPM1	23	25	38	20	22	28	NuRD
CHD4	0	**15**	0	0	**25**	0	NuRD
CHD3	0	**7**	0	0	5	0	NuRD
HDAC2	2	**5**	3	2	**6**	1	NuRD
HDAC1	0	**3**	0	0	**5**	1	NuRD
HDAC3	0	0	0	0	**2**	0	NuRD
MBD3	1	**4**	0	1	1	0	NuRD
MTA2	2	**12**	0	2	**7**	0	NuRD
MTA1	0	**3**	0	0	**5**	0	NuRD
RBBP4	3	3	**4**	3	**5**	3	NuRD
GATAD2A	0	**6**	0	0	**2**	0	NuRD
RBBP7	0	**1**	0	0	0	0	NuRD
PBRM1	**28**	10	0	10	**15**	0	P/BAF
ARID2	**23**	7	0	**12**	10	0	P/BAF
SMARCA2 (BRM)	**17**	12	0	4	**7**	0	P/BAF
SMARCA4 (BRG1)	**14**	**14**	0	3	**10**	0	P/BAF
SMARCC2	**15**	11	0	4	**9**	0	P/BAF
SMARCE1	**6**	3	0	**3**	1	0	P/BAF
SMARCD2	**8**	2	0	0	0	0	P/BAF
SMARCB1	**6**	0	0	1	0	0	P/BAF
SMARCD3	**4**	1	0	0	0	0	P/BAF
SMARCD1	**3**	1	0	0	0	0	P/BAF
ARID1A	0	**1**	0	0	0	0	P/BAF
ARID1B	0	0	0	0	**1**	0	P/BAF
BRD7	**9**	4	0	**4**	3	0	P/BAF
BRD9	0	0	0	**2**	0	**2**	P/BAF
SMARCA5 (SNF2H)	19	**23**	1	12	**23**	6	ISWI
BAZ1B	17	**18**	2	1	**8**	0	ISWI
SMARCA1 (SNF2L)	**12**	9	0	3	**12**	3	ISWI
MYBBP1A	0	0	0	13	**35**	6	ISWI
BPTF	0	0		0	**8**	0	ISWI

Gene symbols, number of unique peptides detected and related remodeling complexes are indicated. The fractions were regrouped according to the size exclusion chromatography graphs presented in Fig 2B. Highlighted numbers are indicating the larger number of peptides detected for each protein (in NPM or NPM-MLF1 samples).

Altogether, the above results suggest that NPM-MLF1 and NPM interact and co-elute with multiple subunits of NuRD, P/BAF and ISWI into complexes of ~2000 kDa and ~1100 kDa in hematopoietic cells. Furthermore, the size fractionation analysis suggests a reorganization of remodeling complexes in NPM-MLF1 expressing cells.

### Identification of wild-type and mutant-NPM-regulated genes: evidence for altered transcriptomes in the etiology of NPM-mutated malignancies

The expression level of multiple genes is affected in CN-AML patient samples characterized by the NPMc+ mutation [4, 5]. To investigate the effect of NPM nuclear loss-of-function, as in NPMc+ leukemic cells and identify NPM target genes, the knockdown of NPM (NPM^KD^) was performed in K562 cells. Different shRNA were tested and two were selected based on their capacity to reduce NPM levels (shNPM300 and shNPM298; Fig 3A). 

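NPM1, which encodes NPM, was lower in each NPM KD library than in each library made with the scrambled shRNA (shSc). It lies on chromosome 5 of GRCh37 from 170814120 to 170838814 (plus strand). Its level was 3856 and 2968 RPM in shSc replicates 1 and 2, with a mean of 3412 ± 628 RPM (SD, n = 2), and 1302, 1168 and 655 RPM in NPM KD, with a mean of 1041 ± 342 RPM (SD, n = 3). The log2 fold change was -1.76 (standard error 0.35, adjusted p = 0.158 from limma), which did not pass the threshold of 0.05. It passed with DESeq2 on the recovered reads (adjusted p = 0.0014; 4.7e-06 to 0.588 over alternatives). Replicate 3 of shSc, which the study left out of its comparison, had 3146 RPM, and over all 6 libraries the log2 fold change was -1.73 (adjusted p = 0.169 from limma). NPM1 has processed pseudogenes that can share reads with it. GAPDH, a glycolytic enzyme used by the paper as internal control, was at 4239 ± 1228 RPM (SD, n = 2) in shSc and 4081 ± 589 RPM (SD, n = 3) in NPM KD.

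These values came from 6 libraries of K562, a human leukemia cell line grown from the blast crisis of chronic myeloid leukemia, 3 with the scrambled shRNA and 3 with shNPM300. AmpliSeq amplifies a short stretch of each gene's cDNA with gene-specific primers and counts the reads of each amplicon. The authors aligned the reads to hg19 with Torrent Suite 4.4 and deposited values in RPM, the share of a library's reads scaled to a fixed total, for 20802 genes in each library, made with the AmpliSeqRNA plugin. Every RPM value was a whole multiple of 1 read within 0.1 read, so the reads could be recovered: 14187046, 12539041 and 8842344 reads in shSc replicates 1, 2 and 3, and 11883894, 11726763 and 18981902 reads in NPM KD replicates 1, 2 and 3. A count of 0 then allows up to 0.158 to 0.339 RPM, for counting error only. The 11554 genes with at least 1 RPM in at least 2 of the 5 libraries other than shSc replicate 3 were tested with limma on log2(RPM + 0.5), and p was adjusted by Benjamini-Hochberg. Of these genes, 22.8% had no overlap between the groups in the 5 libraries, as was so for NPM1, against 20% that chance gives for 3 against 2. Fold changes on this scale understate the change of genes with low RPM. The paper describes the libraries as triplicates and does not state that they came from separate cultures, so the p-values measure the spread between these libraries, which may be technical. In its methods the paper calls the shSc and NPM KD cells clones selected with puromycin, and shNPM300 was the only shRNA against NPM1 here. Other differences between these cells cannot be told apart from the loss of NPM in these libraries.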

To identify genes differentially expressed in NPM^KD^, we used AmpliSeq and compared the transcriptome of the shSc cells (scrambled shRNA) with the transcriptome of shNPM300 (NPM^KD^) cells. Based on the correlation plot illustrated in S6A Fig, three NPM^KD^ samples and two shSc samples were retained for comparative analysis. 

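Genes at or near 0 in the other libraries were detected in shSc replicate 3. Of 4659 genes listed at 0 in the other 5 libraries, 1844 were above 0 there. Among the single-exon genes of this group, 206 of 256 reached 10 RPM in shSc replicate 3, against 198 of 3939 multi-exon genes. VPREB1, a component of the precursor B cell receptor, and LCK, a T cell kinase, were examples chosen after their values were seen. VPREB1 had 60.96 RPM in shSc replicate 3 and at most 0.07 RPM in any other library, and LCK had 47.05 RPM against 0 in the others. The library had values above 0 for 16619 genes, compared with 13893 to 14600 in the other 5, although it had the fewest reads.

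Across the tested genes, the Pearson correlation of log2(RPM + 0.5) between shSc replicate 3 and each other library was 0.839 to 0.879. The other 5 libraries correlated with each other at 0.922 to 0.972. Within shSc, replicates 1 and 2 correlated at 0.939. This was less than shSc replicate 1 with NPM KD replicate 1 (0.953) or shSc replicate 2 with NPM KD replicate 2 (0.951). The highest value, 0.972, was between NPM KD replicates 1 and 2. These are correlations across genes, which are not independent replicates. Over every gene above 0 in at least 1 library, shSc replicate 3 reached at most 0.792 and the other pairs at least 0.971. The shSc means listed in S4 File equalled the means of shSc replicates 1 and 2 for 100% of its 693 genes (within 0.001 RPM, or within 0.001% above 100 RPM), and those of the other pairs for 0.3% and 0%, so replicates 1 and 2 are the pair that was retained.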

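In NPM KD cells 8 genes rose and 7 fell at an adjusted p of 0.05 or less from limma, and each of the 15 had a log2 fold change of at least 2 in size. Other splits of these libraries were tried after the result was seen. The highest of them, with the libraries numbered 1 of both groups together, gave 29 genes. On the log2(RPM + 0.5) scale the largest rise was in SRGN, which encodes serglycin, a proteoglycan of secretory granules, on chromosome 10 of GRCh37 from 70847859 to 70864561. It went from 3.60 ± 0.21 RPM (SD, n = 2) in shSc to 86.03 ± 22.5 RPM (SD, n = 3) in NPM KD, a log2 fold change of 4.37 (standard error 0.31, adjusted p = 0.0086 from limma). The other genes that rose were EVC, a ciliary protein, DCAF4L2, SOD3, the extracellular superoxide dismutase, CECR2, a partner of ISWI remodelers, SYNE2, a protein of the nuclear envelope, DAB2, an endocytic adaptor, and MAP7, a microtubule-binding protein, with log2 fold changes from 3.98 for EVC to 2.02 for MAP7. As ratios of mean RPM, EVC (38.8-fold) and DCAF4L2 (33.9-fold), both under 0.5 RPM in shSc, rose more than SRGN (23.9-fold). DAB2 was at 7.35 ± 1.22 RPM in shSc (SD, n = 2) and 49.1 ± 0.59 RPM in NPM KD (SD, n = 3).

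The largest fall was in MS4A4A, a membrane protein of the MS4A family on chromosome 11 from 59953130 to 60085553, from 123.5 ± 4.26 RPM in shSc (SD, n = 2) to 1.74 ± 1.14 RPM in NPM KD (SD, n = 3), a log2 fold change of -5.93 (standard error 0.48, adjusted p = 0.012 from limma). MS4A3, DFNA5, INPP5D, SIRPA, WAS and CORO1A fell as well. Of these, INPP5D encodes a hematopoietic inositol phosphatase, SIRPA an inhibitory receptor of myeloid cells, and WAS and CORO1A regulators of the actin cytoskeleton. WAS went from 129.1 ± 20.1 RPM (SD, n = 2) to 14.81 ± 6.10 RPM (SD, n = 3), a log2 fold change of -3.17, and CORO1A had a log2 fold change of -2.67.

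With shSc replicate 3 added, 3 genes passed in limma, MS4A3, MS4A4A and SIRPA, which fell (801 genes at an unadjusted p under 0.05), and replicate 3 had 58.36 RPM of DCAF4L2 and 79.17 RPM of CECR2, above every NPM KD library. With limma none passed without shSc replicate 1 (875 genes at an unadjusted p under 0.05) or without shSc replicate 2 (994 genes), where the 1 shSc library left is assumed to vary like the NPM KD libraries, and 5, 2 and 2 passed without NPM KD replicate 1, 2 or 3, whereas edgeR and DESeq2 on the recovered reads of the 5 libraries called 11 and 190 genes.

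**Figure D1:**
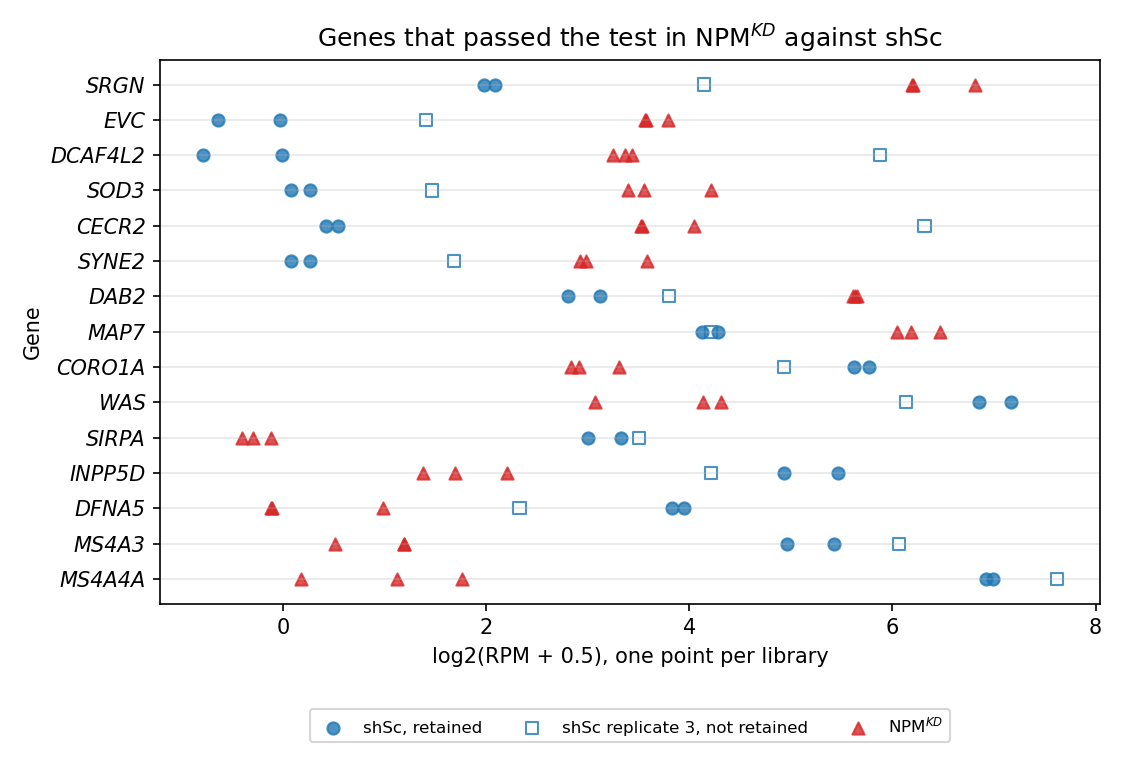
Level of the 15 genes that passed the test, as log2(RPM + 0.5) with 1 point per library, where circles are the retained shSc libraries (n = 2), open squares shSc replicate 3 and triangles NPM KD (n = 3). The retained shSc and NPM KD libraries do not overlap for any of the 15 genes, and shSc replicate 3 lies above NPM KD for DCAF4L2 and CECR2. Such separation is nearly built in for genes picked by a small p, and held for 22.8% of all tested genes.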

Differentially expressed genes with log2 fold change of ≥ 2 and False Discovery Rate (FDR) of ≤ 0.05 were identified (S6B Fig). Differentially expressed genes with log2 fold change ≥ 1.5 in the NPM^KD^ cells were considered for further analysis (S6C Fig and S4 File). 

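S4 File lists 693 genes, 426 higher and 267 lower in NPM KD, and its fold changes are log2 ratios of mean RPM: none of the 693 differed by more than 0.01 from the ratio computed from the deposited RPM. Many of these genes were expressed at low levels. The median of the higher group mean was 1.43 RPM, 292 genes had a mean under 1 RPM in both groups and 159 had a mean of at least 5 RPM in either group. Of the 693, 368 were expressed highly enough to be tested, 207 higher and 161 lower, and all 368 had the direction of S4 File in limma. The 15 genes that passed at an adjusted p of 0.05 or less, SRGN and MS4A4A among them, are in S4 File. PLOD2, a collagen-modifying enzyme, and IFITM2, an interferon-induced membrane protein, were among 6 genes with an adjusted p of 0.0502 from limma, and were named after their values were seen. PLOD2 was at 26.97 ± 11.4 RPM in shSc (SD, n = 2) and 3.34 ± 0.15 RPM in NPM KD (SD, n = 3), and IFITM2, which can share reads with IFITM1 and IFITM3, at 185.9 ± 46.3 RPM (SD, n = 2) and 43.08 ± 8.88 RPM (SD, n = 3). Because S4 File was made from these libraries, its match with them is not independent evidence.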

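Genes of several blood lineages and cellular machineries were examined as lists. These lists and those below were written after values in S4 File had been seen, so none is independent evidence of a direction. In simulated data with the spread of the real libraries, limma recovered 0% of changes of 1 and 44.5% of changes of 2 (log2). A member that did not pass may therefore still have changed. Of 18 tested megakaryocyte and platelet genes, 1 rose (SRGN) and none fell, with 3 higher and none lower when adjusted over the list alone (RAB27B, SRGN and THBS1). The list was shifted upward against other genes (camera adjusted p = 0.0063, and 3.1e-06 to 0.695 over alternatives). The call ended with an estimated correlation (camera adjusted p = 0.695), with a filter of 5 RPM (0.1396), without moderation and without shSc replicate 2. In shSc the means of RAB27B and THBS1 were 0.27 and 0.07 RPM (n = 2). TGFB1 and ARHGAP6, the list's most abundant members that did not pass, had log2 fold changes of 0.02 each. None of 44 erythroid genes passed, also when adjusted over the list alone (camera adjusted p = 0.837), and the list passed downward without shSc replicate 1 (0.0419) and upward with shSc replicate 3 in place of replicate 2 (0.0262; 0.0262 to 0.963 over alternatives with camera). The fetal globin genes HBG2 and HBG1, near-identical copies that can share reads, had 5333 ± 2005 and 2163 ± 1327 RPM in NPM KD (SD, n = 3) against 6379 ± 1751 and 2360 ± 545 RPM in shSc (SD, n = 2).

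Among remodeler subunits, 1 of 16 ISWI complex genes rose, CECR2, from 0.90 ± 0.08 RPM in shSc (SD, n = 2) to 12.71 ± 2.86 RPM in NPM KD (SD, n = 3), and it alone passed when adjusted over the list alone (camera adjusted p = 0.357). Its level in shSc replicate 3 exceeded that in NPM KD. SF3B1 and DDX21, the most abundant of the others, had log2 fold changes of 0.02 and 0.22. None of 14 NuRD (camera adjusted p = 0.357), 26 BAF and PBAF (0.836), 11 PRC2 (0.724) and 14 HOX and cofactor genes (0.571) passed, over all genes or adjusted over the list alone.

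Growth genes did not pass either. None of 75 cytosolic ribosomal protein genes (camera adjusted p = 0.350), 63 ribosome biogenesis genes (0.246), 42 cell cycle genes (0.426), 34 cholesterol and fatty acid synthesis genes (0.239) and 46 replication-dependent histone genes (0.635) passed, over all genes or adjusted over the list alone. As lists, ribosome biogenesis passed upward without NPM KD replicate 3 (0.0081; 0.0081 to 0.794 over alternatives) and cholesterol and fatty acid synthesis upward without NPM KD replicate 2 (0.0329; 0.0329 to 0.904). Histone genes passed downward over all 6 libraries (0.0408; 0.0046 to 0.946). Every alternative in which they passed included shSc replicate 3, where their mean log2 level was 7.56. It was 6.63 and 7.11 in the retained shSc libraries and 6.67, 7.13 and 6.85 in NPM KD, which overlap. The histone call thus depended on the library that the study left out, and no effect of the knockdown was read from it. RPL4 was at 7496 ± 277 RPM in NPM KD (SD, n = 3) and 6348 ± 547 RPM in shSc (SD, n = 2). Of 20 p53 target genes none passed over all genes and 1 was higher when adjusted over the list alone, CDKN1A, an inhibitor of cyclin-dependent kinases, at 28.81 ± 2.03 RPM in NPM KD (SD, n = 3) against 8.74 ± 2.20 RPM in shSc (SD, n = 2) (camera adjusted p = 0.413).

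Of 24 cancer-testis antigens none passed and 1, SSX1, was higher when adjusted over the list alone, and the list was shifted upward (camera adjusted p = 0.035, with 0.695 as the adjusted p with an estimated correlation, which ends the call). It also ended without shSc replicate 1 (0.950), NPM KD replicate 1 (0.114) or NPM KD replicate 2 (0.500) and over all 6 libraries (0.290; 5.9e-05 to 0.950 over alternatives). PRAME and CTCFL, its most abundant members, had log2 fold changes of 0.26 and 0.13. Some members, such as the GAGE genes, are near-identical copies that can share reads. Markers of other cell types did not pass as lists: T and NK cell genes (7 tested, camera adjusted p = 0.111), B cell genes (5 tested, 0.835), fibroblast genes (4 tested, 0.124) and epithelial genes (10 tested, 0.227). Without NPM KD replicate 3 the T and NK cell (0.0173), fibroblast (0.016) and epithelial (0.0126) lists passed downward, and the fibroblast list did without shSc replicate 1 (0.0419; 0.0054 to 0.695 over the alternatives of these lists). None passed over all genes, and CD7, CD37, COL1A2, S100A4 and PRSS8 were lower when adjusted over their own list alone.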

The GO term analysis of these genes, generated with DAVID bioinformatics software, indicated that the genes affected by the NPM^KD^ encode proteins involved in various cellular processes (Fig 3B). Nonetheless, the majority of these genes belong to two processes, namely: (i) cellular adhesion and interaction with the milieu; and (ii) stress related response, including immune response.

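Of 23 tested myeloid and granule genes, 3 fell in NPM KD (MS4A3, MS4A4A and SIRPA), none rose and 20 did not pass; 13 were lower and none was higher when adjusted over the list alone, and these 13 were lower in every NPM KD library than in every retained shSc library. Such separation, in either direction, held for 22.8% of all tested genes, and it is nearly built in for members picked by a small p. The list had a median log2 fold change of -1.46. It was shifted downward against other genes with camera's preset correlation of 0.01 (adjusted p = 9.3e-16), and the adjusted p was 0.340 with an estimated correlation, which ends the call. SIRPA went from 8.51 ± 1.43 RPM (SD, n = 2) to 0.33 ± 0.08 RPM (SD, n = 3). TYROBP, an adaptor of activating receptors, AIF1, a calcium-binding protein of macrophages, and SPI1, the myeloid transcription factor PU.1, were among the other 10 that passed over the list alone, and were chosen after their values were seen. TYROBP was at 34.61 ± 2.49 RPM in shSc and 5.21 ± 1.82 RPM in NPM KD, AIF1 at 33.50 ± 8.90 and 6.70 ± 0.72 RPM, and SPI1 at 69.2 ± 43.7 and 22.41 ± 5.52 RPM (SD, n = 2 and n = 3). CYBA and LYZ, the most abundant members that did not pass, had log2 fold changes of -0.53 and -0.66. MS4A3 was chosen by the study from these libraries, and values in S4 File were seen when the list was written, so the list is not independent evidence of its direction.

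Genes of adhesion and the extracellular milieu lay on both sides. Of 27 extracellular matrix genes 1 rose, SRGN, and 26 did not pass; 6 were higher and 5 lower when adjusted over the list alone, and the list as a whole did not pass (camera adjusted p = 0.572, a test of a shift in 1 direction). Higher over the list alone were COL4A5, COL15A1, SPARC, SRGN, THBS1 and TIMP3, and lower were COL18A1, HSPG2, LAMB1, LOXL3 and PLOD2. TIMP1 and PLOD1, the most abundant members that did not pass, had log2 fold changes of 0.72 and -0.47. None of 13 integrin genes passed, 1 (ITGB3) was higher and 3 (ITGA4, ITGAM and ITGB2) were lower over the list alone (camera adjusted p = 0.124), and ITGAM and ITGB2 stand in the myeloid list as well. In camera the integrin list passed downward without NPM KD replicate 3 (0.0173; 0.0111 to 0.861 over alternatives). None of 17 cadherin and other adhesion genes passed, and CD226 and CDH12 were higher and SELPLG lower over the list alone (camera adjusted p = 0.479). In fry's test for change in either direction, which does not compare a list with other genes, the matrix (adjusted p = 2.0e-04), integrin (0.0049) and adhesion lists (0.0020) passed. Many lists pass this test: 10 of all 29 did, and 23.6% of 1000 random lists of 20 tested genes had an unadjusted p under 0.05. For this test the sets with a library left out were chosen after the data were seen. The matrix list passed also with any 1 library left out, whereas the integrin call ended without shSc replicate 1 (0.372), shSc replicate 2 (0.1455), NPM KD replicate 1 (0.103) or NPM KD replicate 2 (0.102), and the adhesion call without shSc replicate 1 (0.059), NPM KD replicate 1 (0.0877) or NPM KD replicate 2 (0.0784).

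Apart from the myeloid and granule genes above, stress and immune lists gave no single gene that passed over all genes. Of 34 integrated stress response genes none passed, over the list alone either, and the list was shifted downward (camera adjusted p = 0.0020, with 0.695 as the adjusted p with an estimated correlation, which ends the call). Its mean log2(RPM + 0.5) was 6.60 and 6.13 in the retained shSc libraries, 5.38, 5.46 and 6.73 in NPM KD and 5.47 in shSc replicate 3. DDIT4, a stress-induced inhibitor of mTOR signaling, had 2328 and 1417 RPM in shSc and 174.3, 165.9 and 1345 RPM in NPM KD (adjusted p = 0.573 from limma). The call ended without shSc replicate 1 (camera adjusted p = 0.259) or NPM KD replicate 1 (0.1185), and over all 6 libraries (0.263). Hypoxia and glycolysis genes (35 tested, median -0.52) were shifted downward (camera adjusted p = 1.4e-04, with 0.695 as the adjusted p with an estimated correlation), and their mean was 6.02 and 6.74 in shSc, 5.45, 5.50 and 6.58 in NPM KD and 6.15 in shSc replicate 3. Without shSc replicate 2 that call ended (0.648; 8.4e-13 to 0.695 over alternatives). Immediate early genes (18 tested) were shifted upward (camera adjusted p = 0.028, with 0.695 with an estimated correlation), a call that ended without shSc replicate 1 (0.143), shSc replicate 2 (0.152) or NPM KD replicate 3 (0.355) and over all 6 libraries (0.196; 0.0065 to 0.695 over alternatives). None of these members passed. None of 27 heat shock and unfolded protein response genes passed (camera adjusted p = 0.571).

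Of 24 interferon-stimulated genes none passed, and IFI16 was higher and IFITM2 lower over the list alone (camera adjusted p = 0.571). Of 18 NF-kB target genes none passed, and CCL2 was higher over the list alone (camera adjusted p = 0.479). Of 7 basophil, mast cell and eosinophil genes none passed, with GATA2 higher and HDC and PRG2 lower over the list alone (camera adjusted p = 0.479); this list's median was 0.37 and its mean -0.52, and it passed downward with no filter on low RPM (0.0381; 0.0381 to 0.865 over alternatives). From its GO terms (Fig 3B), the paper states that most of the affected genes belong to adhesion and interaction with the milieu and to stress and immune responses.

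**Figure D2:**
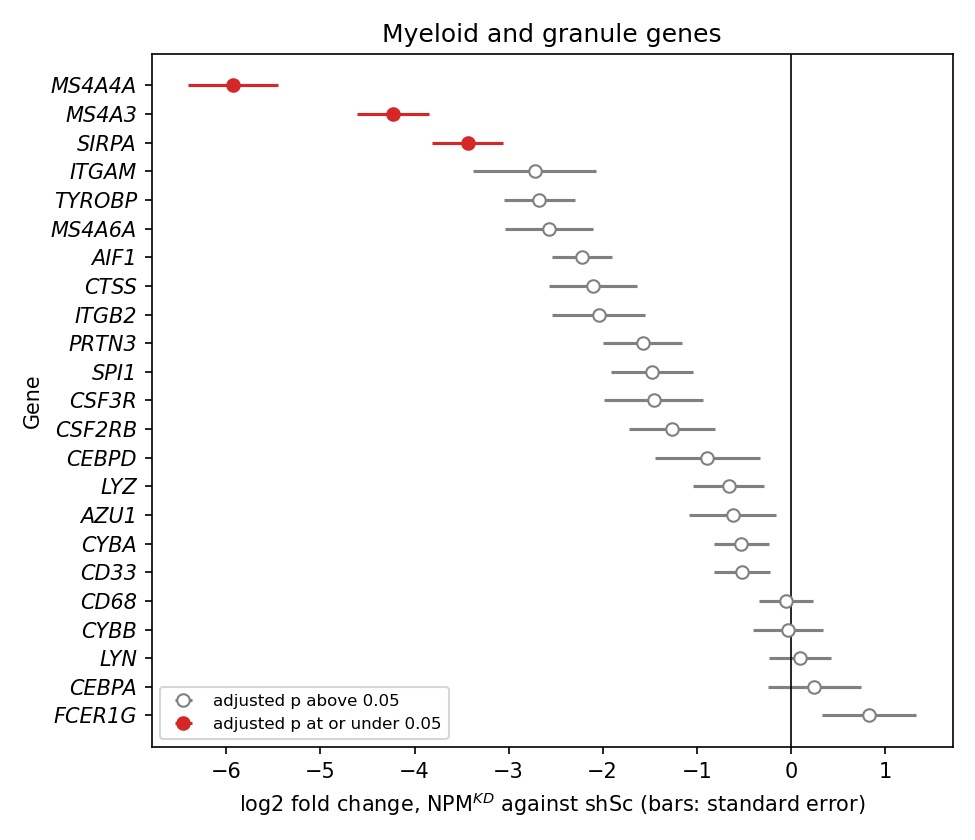
Log2 fold change in NPM KD (n = 3) against the retained shSc libraries (n = 2) for the 23 tested myeloid and granule genes. Points are limma estimates with standard errors as bars, filled for the 3 genes with an adjusted p at or under 0.05, and the estimate was below 0 for 20 of the 23 genes.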

**Fig 3:**
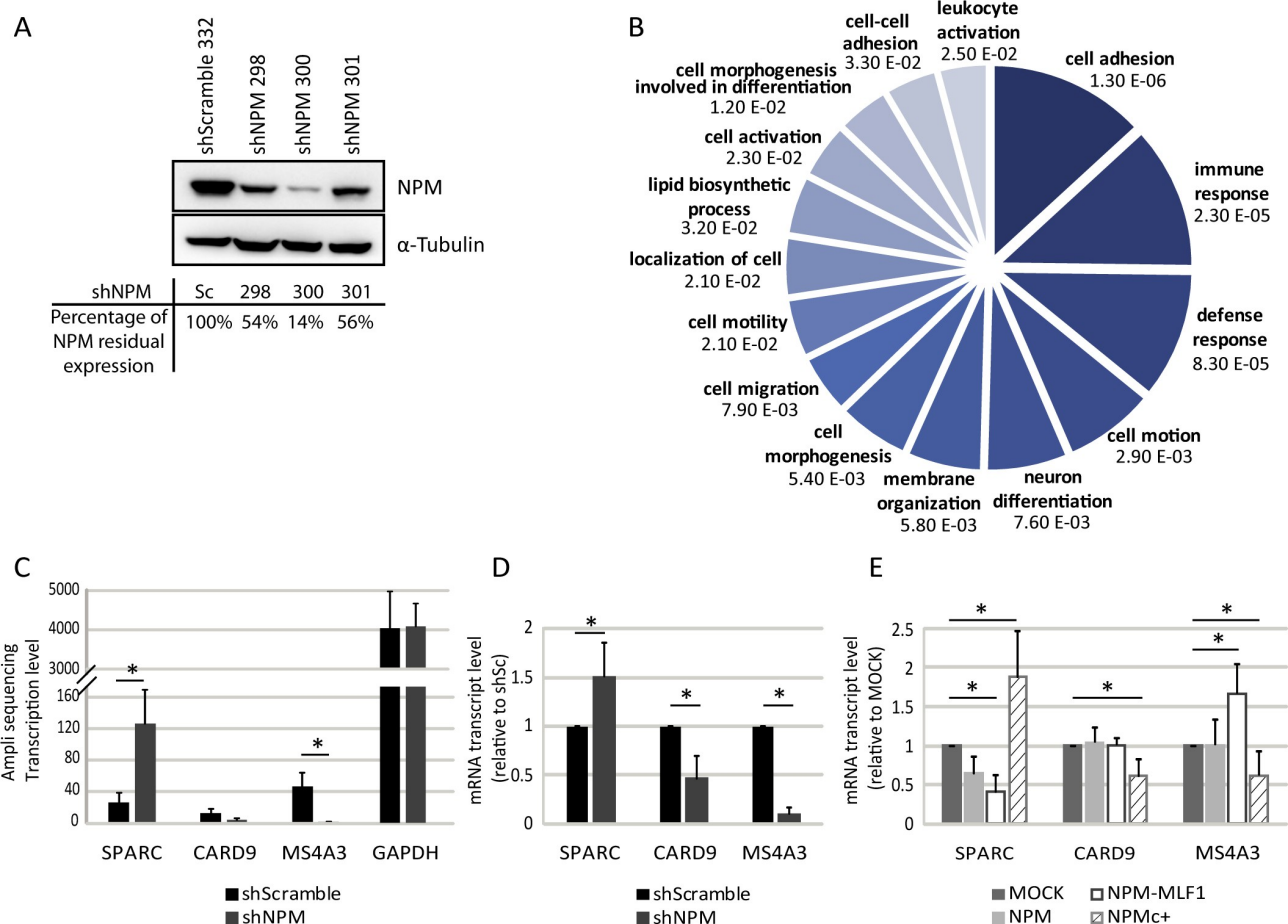
Identification of genes influenced by the knockdown of NPM. **A**) Western blots of whole cell extracts of K562 cells infected with the lentiviral plasmid pLKO.1-puro expressing *NPM1* shRNA (298, 300, 301) or non-target shRNA (Scramble, 332); α–Tubulin was used as loading control; band intensity was calculated with Multi Gauge software; the percentage of residual NPM expression is indicated at the bottom of the panels; **B**) AmpliSeq analysis was performed with total RNA isolated from K562/shScramble (shSc) and K562/shNPM300 (NPM^KD^) cells; genes with significant expression variations (Log2 Fold change ≥ 2 and ≤ -2) were identified and classified according to functional annotation tools on DAVID Bioinformatics Resource v6.8 database; GO Terms corresponding *p*-values are indicated on the pie chart graph; the size of each portion is proportional to the number of genes affected per function; **C-E**) Gene expression; *CARD9*, *MS4A3* and *SPARC* gene expression, such as defined by the AmpliSeq analysis (**C**) or RT-qPCR assays (**D, E**); *GAPDH* was used as internal control; *: *p* ≤0.05 obtained by unpaired Student’s t test.

To further investigate the transcriptional regulation mechanism(s) influenced by NPM, we selected three genes from the biological processes that were identified (Fig 3B) and affected by NPM^KD^ in K562 cells (S6C Fig). As they are also abnormally regulated in AML samples characterized by NPMc+ mutation [4, 5] we selected: CAspase Recruitment Domain-containing protein 9 (*CARD9*); Secreted Protein Acidic and Rich Cysteine (*SPARC*); and Membrane-Spanning 4-domains subfamily A member 3 (*MS4A3* or *HTm4)*. *CARD9* can activate the NF-κB pathway [31], which is critical to inflammation but also tumor cell survival, migration and proliferation [32]. *CARD9* can be abnormally regulated in NPMc+ CN-AML samples (according to data GEO profiles, NCBI from [5]; accession number: GDS4500) [4]. *SPARC* is downregulated in MDS [33] and upregulated in AML carrying the t(8;12) or inv(16) rearrangement [34] and *SPARC* overexpression promotes Imatinib resistance in chronic myeloid leukemia [35]. SPARC is an extracellular collagen-binding protein affecting cell interactions with their environment [36]. Finally *MS4A3* which is involved in integration of signals from the cell environment [37], was also selected since overexpression of EVI1, a marker of poor prognosis in adult AML, results in *MS4A3* repression [38, 39].

Transcriptome analysis indicated that *CARD9* is downregulated in NPM^KD^ cells (Fig 3C and S4 File). 

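CARD9, an adaptor of innate immune signaling on chromosome 9 of GRCh37 from 139258408 to 139268133 (minus strand), had 18.75 and 8.93 RPM in the retained shSc libraries and 6.90, 2.47 and 3.16 RPM in NPM KD. The means were 13.84 ± 6.94 RPM (SD, n = 2) and 4.18 ± 2.38 RPM (SD, n = 3), and each NPM KD library was below each shSc library. Groups of the 5 libraries were apart in this way, in either direction, for 22.8% of all tested genes. The log2 fold change was -1.64 (standard error 0.51, adjusted p = 0.476 from limma), so the difference did not pass the threshold. With shSc replicate 3 (9.50 RPM) added, it was -1.498 (adjusted p = 0.587 from limma).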

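SPARC encodes a secreted glycoprotein of the extracellular matrix and lies on chromosome 5 of GRCh37 from 151040657 to 151066536 (minus strand). It was at 22.56 and 15.71 RPM in the retained shSc libraries and 140.8, 160.6 and 78.28 RPM in NPM KD, with means of 19.13 ± 4.84 RPM (SD, n = 2) and 126.5 ± 43.0 RPM (SD, n = 3). Every NPM KD library was above every shSc library. The log2 fold change was 2.65 (standard error 0.36, adjusted p = 0.0502 from limma), just over the threshold of 0.05. With shSc replicate 3 (40.49 RPM) added, it was 2.29 (adjusted p = 0.169 from limma). SPARC passed in 4 of 22 alternatives. These were quantile normalization, DESeq2 on the recovered reads, a block by replicate number and, chosen after the data were seen, the libraries numbered 1 as a block.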

*SPARC* is upregulated in NPM^KD^ cells (Fig 3C; FDR of ≤ 0.05; S3 File), which can also be detected in some NPMc+ CN-AML samples [4, 5]. *MS4A3* is downregulated in NPM^KD^ cells (S4 File and Fig 3C) as well as in NPMc+ CN-AML samples. 

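MS4A3, a membrane protein of hematopoietic cells on chromosome 11 of GRCh37 from 59824060 to 59838588 (plus strand), was at 42.43 and 30.78 RPM in the retained shSc libraries and at 0.93, 1.79 and 1.79 RPM in NPM KD. The means were 36.61 ± 8.24 RPM (SD, n = 2) and 1.50 ± 0.50 RPM (SD, n = 3), which is 24.4-fold lower in NPM KD. The log2 fold change was -4.23 (standard error 0.38, adjusted p = 0.018 from limma). In shSc replicate 3 the level was 66.27 RPM, and over all 6 libraries the log2 fold change was -4.52 (adjusted p = 0.024 from limma). The adjusted p rose above 0.05 when shSc replicate 1 (0.181), shSc replicate 2 (0.115), NPM KD replicate 2 (0.0997) or NPM KD replicate 3 (0.0567) was left out, and over all alternatives it was 3.6e-23 to 0.379.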

Transcriptome results for these genes were validated by RT-qPCR in the shNPM300 and shNPM298 (Fig 3D and S7 Fig). In NPMc+ expressing cells, expression of *CARD9*, *MS4A3* and *SPARC* was affected in a similar manner *vs* NPM^KD^ cells (Fig 3C and 3E). However, the relative expression level of *CARD9*, *SPARC* and *MS4A3* was clearly different in NPM-MLF1 expressing cells (Fig 3E). Thus, the effect of NPM-MLF1 on gene regulation differs from the ‘nuclear loss-of-function’ imposed by NPM^KD^ or by expression of NPMc+.

### NPM influences the recruitment of NuRD to target genes

We first assessed whether FH-NPM or FH-NPM-MLF1 could be recruited to the *SPARC*, *CARD9* and *MS4A3* genes in hematopoietic cells. ChIP-qPCR analysis indicated that FH-NPM and FH-NPM-MLF1 are recruited to the Transcriptional Start Site (TSS) region of *SPARC*, *CARD9* and *MS4A3* (Fig 4A). Next, we questioned whether NPM could influence the recruitment of the NuRD subunit CHD4 to these genes. In shSc cells, CHD4 was detected at the TSS of *SPARC*, *CARD9* and *MS4A3*. CHD4 recruitment was lost in NPM^KD^ cells (Fig 4B). Upon expression of NPM-MLF1, CHD4 significantly increased at *SPARC* and *CARD9* TSS (Fig 4C). Although not significant, changes were also observed at *MS4A3* TSS. Semi-quantitative Western blot analysis revealed higher BRG1 expression in NPM^KD^ cells whereas CHD3/4 levels increased in NPM-MLF1 and NPM^KD^ cells (Fig 4D). Since CHD3/4 upregulation is detectable in both NPM-MLF1 and NPM^KD^ cells, which have an opposite effect on the expression of NPM target genes, it can be assumed that the expression level of CHD3/4 alone is not sufficient to modify the regulation of *SPARC*, *CARD9* and *MS4A3* genes.

**Fig 4:**
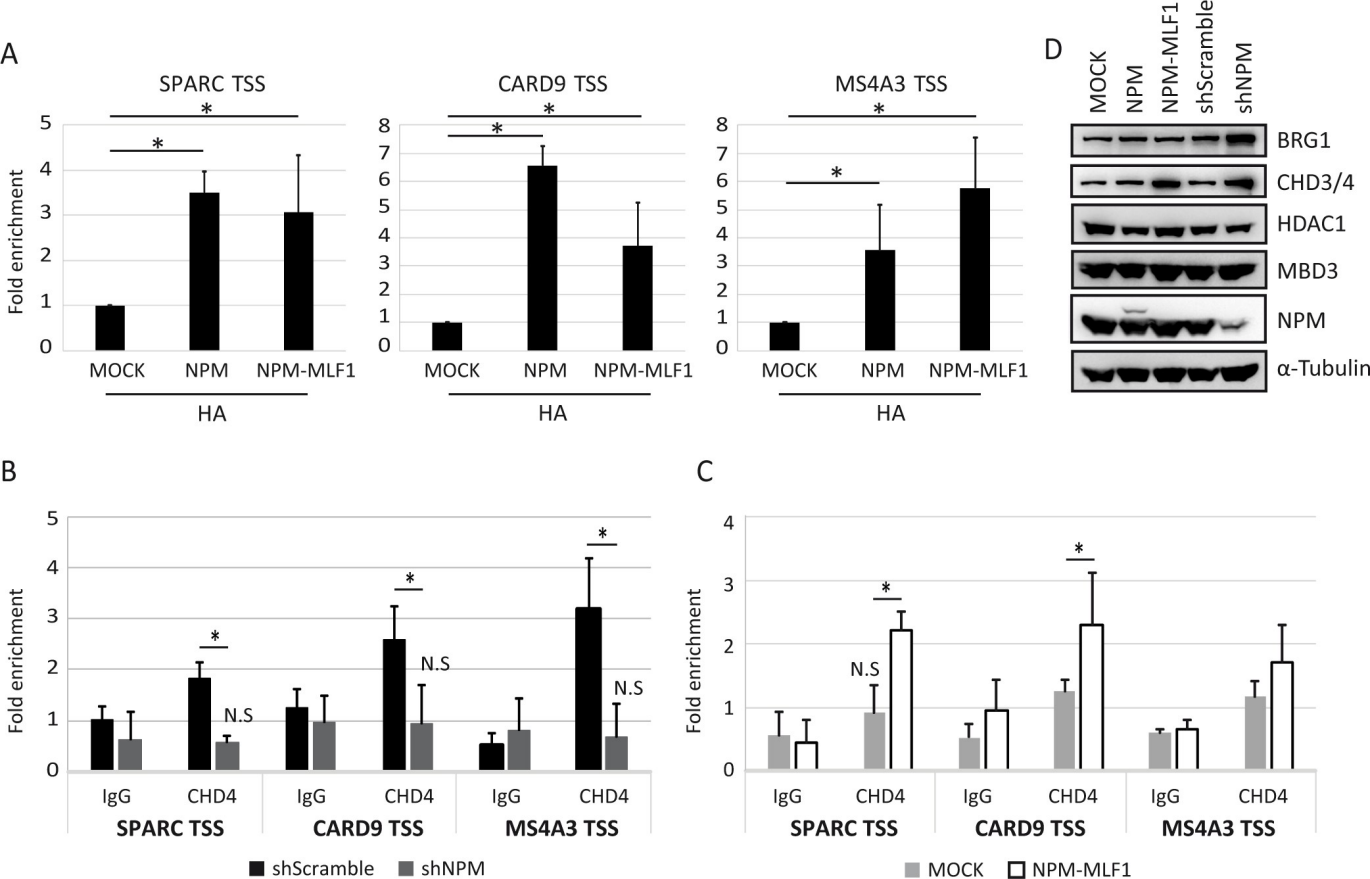
NPM and NPM-MLF1 bind to chromatin and facilitate the recruitment of the CHD4/NuRD complex. **A-C**) ChIP-qPCR assays; chromatin of MOCK, NPM, NPM-MLF1, shScramble (shSc) and ShNPM (shNPM300) cells was immunoprecipitated with HA, CHD4 antibodies or isotype-matched immunoglobulins (IgG); *SPARC* TSS: -120bp to +8bp; *CARD9* TSS: -99bp to -37bp; *MS4A3* TSS: -6bp to +74bp; fold enrichments were relative to the neuronal *Pax6* regulatory element, used as internal control; *: *p* ≤0.05 obtained by unpaired Student’s t test; N.S: Non-significant enrichment compared to corresponding IgG; **D**) Western blots of whole cell extracts; the antibodies used are indicated on the right side of the panels; α-Tubulin was used as loading control.

Together, these results indicate that NPM and NPM-MLF1 can bind the chromatin of either transcriptionally active or repressed genes. Furthermore, NPM-MLF1 can facilitate the CHD4/NuRD occupancy to genes deregulated. BRG1 recruitment could not be assessed due to very low signal-to-noise ratio. We suspect that the epitope could be masked by surrounding interacting proteins. However, the analysis of ChIP-seq previously performed in K562 cells (GEO accession: GSM1003510 and GSM935633) suggests that CHD4 and BRG1 can both be recruited to the *CARD9*, *MS4A3* and *SPARC* genes (S8 Fig).

### NPM and NPM-MLF1 influence transcription initiation and elongation

We then investigated the effect of NPM and NPM-MLF1 on chromatin and promoter organization as well as transcription elongation at the NPM-activated *CARD9* and *MS4A3* genes and the NPM-repressed *SPARC* gene. Chromatin organization was probed by analysis of histone post-translational modifications by ChIP-qPCR. Specifically, we investigated the enrichment levels of H3K27me3, H3K4me3, H3ac (H3K9ac and H3K14ac), H3K36me3 and H3K79me3 at gene TSS, since (i) NuRD can participate in gene repression with the PRC2 complex [40] and the P/BAF BRG1 can oppose PRC2 activity [20]; and (ii) NuRD and P/BAF regulate gene activation and can participate in transcription elongation [27, 41–43]. *SPARC* TSS region was characterized by H3ac, H3K27me3, H3K4me3 and H3K79me3 marks and only H3K27me3 enrichment levels significantly decreased in NPM^KD^ cells (Fig 5A), suggesting the influence of NPM on the recruitment/activity of the PRC2 enzyme EZH2 to this gene. The effect of NPM^KD^ was the same in the shNPM298 cells (S9 Fig). The influence of NPM on PRC2 recruitment is supported by the co-IPs of NPM with the PRC2 subunits EZH2 and SUZ12 (S10 Fig). The enrichment of both H3K27me3 and H3K4me3 at *SPARC* in shSc cells is consistent with the notion of a bivalent/poised chromatin organization favored by NPM recruitment [44–46]. However, the investigation of promoter organization suggests that NPM-NuRD might also preclude efficient transcription pre-initiation complex (PIC) formation at *SPARC* gene as evidenced by the absence of transcription proficient Ser2-phosphorylated Pol II C-terminal domain (PCTD) and the enrichment of TFIID at *SPARC* TSS only in NPM^KD^ cells (Fig 5B). Rather H3ac, H3K4me3 and H3K79me3 marks, characterized the chromatin of *CARD9* and *MS4A3* TSS but no significant H3K27me3 enrichment could be detected (Fig 5A). H3K4me3 and H3K79me3 characterize transcriptionally active genes where productive transcription elongation is associated with activity of the histone methyltransferases MLL/SETD1 and DOT1L [44]. In NPM^KD^ cells, *CARD9* and *MS4A3* downregulation was accompanied by a significant decrease of H3K4me3 and H3K79me3 levels (Fig 5A), suggesting that NPM recruitment favors *CARD9* and *MS4A3* productive transcription elongation. The possibility that NPM could have a positive effect on *CARD9* and *MS4A3* transcription elongation was also supported by: (i) the significant decrease of PCTD levels at *CARD9* ORF and *MS4A3* TSS in NPM^KD^ *vs* shSc cells (Fig 5B and S11 Fig); and (ii) the interaction of NPM and NPM-MLF1 with the transcription super-elongation complex subunit RBBP5 [47] and the P-TEFb subunit CDK9 (S12 Fig), which is responsible for Pol II Ser2 phosphorylation and, thereby, for the release of promoter-proximal paused Pol II [48]. As observed in the shSc cells, also in MOCK cells the *SPARC* TSS was characterized by H3K4me3 and H3K27me3 marks; moreover, H3K4me3 enrichment significantly decreased in NPM-MLF1 expressing cells (Fig 5C). Consistent with RT-qPCR expression data (Fig 3E), no significant difference was noted in chromatin organization of *CARD9* TSS between MOCK and NPM-MLF1 expressing cells (Fig 5C). However, in MOCK cells, H3K4me3 and H3K27me3 marked the *MS4A3* TSS, and the H3K4me3 enrichment significantly increased whereas H3K27me3 enrichment significantly decreased in NPM-MLF1 expressing cells (Fig 5C). According to TFIID, Pol II and PCTD recruitment, NPM-MLF1 has no significant effect on the organization of the transcription PIC of *SPARC*, *CARD9* or *MS4A3* (Fig 5D). Indeed, the significant increase of TFIID recruitment to *CARD9* is non consistent with a modulation of PIC formation since no variation of Pol II or PCTD could be detected to *CARD9*.

**Fig 5:**
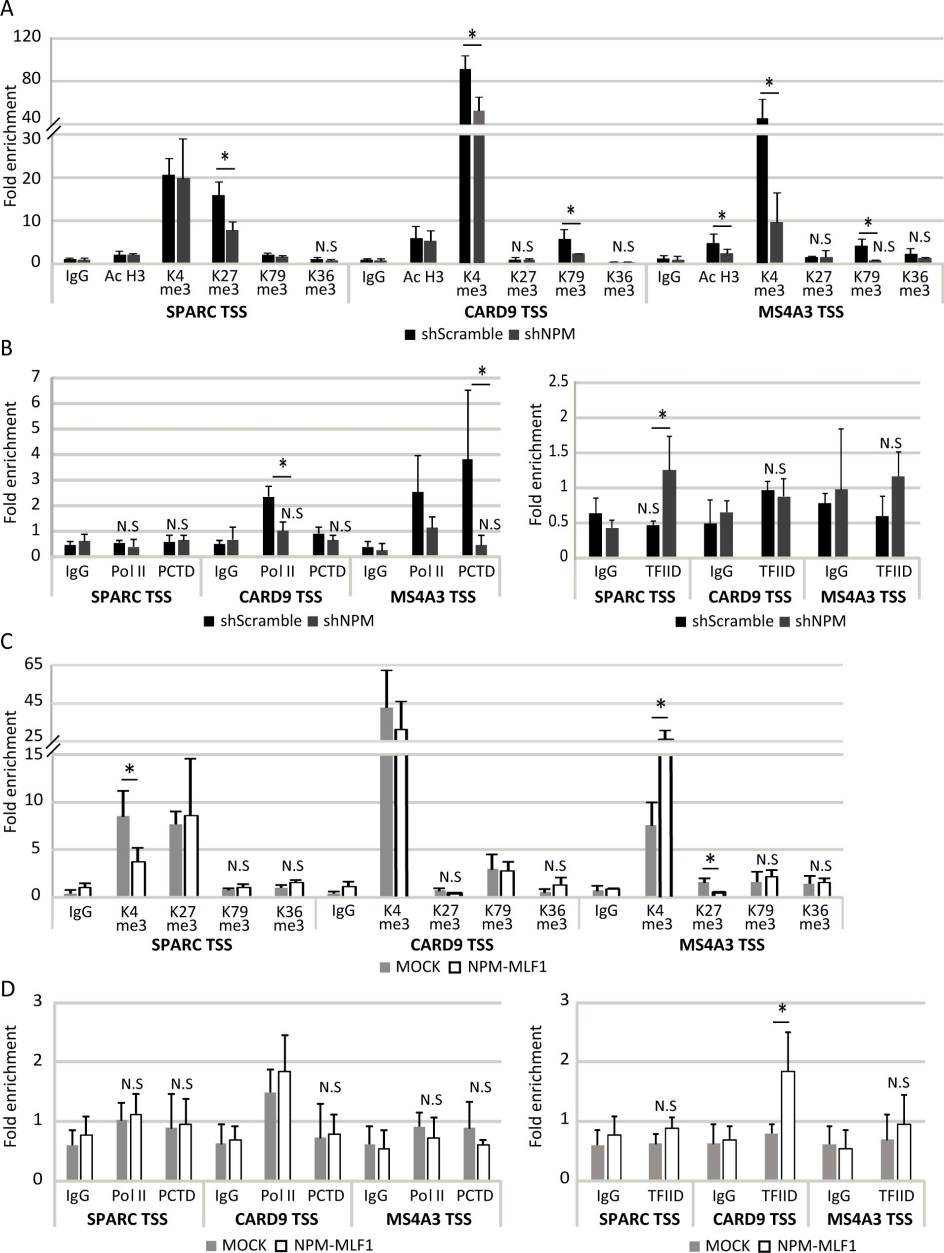
NPM and NPM-MLF1 influence the chromatin organization of *SPARC*, *CARD9* and *MS4A3* genes. **A-D**) ChIP-qPCR assays; chromatin of MOCK, NPM-MLF1, shScramble and shNPM300 (ShNPM) cells was immunoprecipitated with H3ac (K9 and K14 acetylation), H3K4me3, H3K27me3, H3K79me3, H3K36me3, Pol II, Ser2-phosphorylated Pol II C-terminal domain (PCTD), TFIID antibodies or isotype-matched immunoglobulins (IgG); *SPARC* TSS: -120bp to +8bp; *CARD9* TSS: -99bp to -37bp; *MS4A3* TSS: -6bp to +74bp; fold enrichments were relative to the neuronal *Pax6* regulatory element, used as internal control; *: *p* ≤0.05 obtained by unpaired Student’s t test; N.S: Non-significant enrichment compared to corresponding IgG.

In conclusion, NPM-NuRD and NPM-MLF1-NuRD can participate in both, transcription repression as well as activation. In its role as an activator, the NPM-NuRD complex is likely to be linked to productive transcription elongation, as observed at the transcriptionally active *CARD9* and *MS4A3* genes. As transcriptional repressor at the *SPARC* gene, the NPM-NuRD complex can promote bivalent/poised chromatin organization characterized by H3K27me3 and H3K4me3 [45, 46]. The NPM-MLF1 recruitment to *SPARC* enhances NuRD recruitment, which is associated to the disruption of the bivalent/poised chromatin organization and to further repression of this gene.

## Discussion

We report that NPM and NPM-MLF1 interact with subunits of the chromatin remodeling complexes NuRD, P/BAF, and with complexes of the ISWI family. The proteomics analysis suggests that NPM-MLF1 influences the organization of the remodeling complexes NuRD and P/BAF in hematopoietic cells. Additionally, a direct implication of NPM in gene regulation is demonstrated by (i) NPM recruitment to specific genes concomitant with the binding of NuRD; and (ii) the uncontrolled recruitment of the CHD4/NuRD complex in NPM-deficient or NPM-MLF1-expressing cells. We demonstrate that the non-nucleolar accumulation of NPM-MLF1 directly influences gene expression and can affect recruitment of the remodeling complex NuRD to NPM regulated genes. In contrast, the effect of NPMc+ is similar to that of NPM^KD^ and, hence, related to a nuclear loss-of-function.

The cytoplasmic accumulation of NPMc+ promotes leukemia [24]. Like NPMc+, NPM-MLF1 maintains the capacity to interact with and induces the cytoplasmic relocalization of the non-mutated NPM. This is believed to result in a loss of NPM nuclear function and trigger leukemia development [15, 16]. This view is supported by the previous demonstration that inhibition of interaction between NPM and NPMc+ favors hematopoietic cell differentiation and loss of AML cell survival [49]. To elucidate the nuclear functions of NPM and define the effect of NPM-MLF1, we identified proteins interacting with NPM and NPM-MLF1. Protein interactome analysis led to the identification of new NPM and NPM-MLF1 partners, which belong to the remodeling complexes NuRD, P/BAF and complexes of the ISWI family. They are known organizer of the chromatin architecture. We focused on the interactions with NuRD and P/BAF since the MS analysis suggested that their subunits preferentially interact with the oncoprotein NPM-MLF1 (*vs* NPM; Table 1) and hence, could explain gene deregulation associated with NPM-MLF1 expression. This preferential interaction was not observed with SNF2H and SNF2L, the nucleosome remodeling ATPases alternatively included in the ISWI complexes [22].

The literature is relatively silent with respect to any role(s) for NPM in chromatin structure/remodeling. Analysis of the NPM protein interactome in hepatoma cells [50] as well as a high-throughput proteome analysis made in HeLa cells [51] indicated that in addition to interactions with proteins affecting various cellular mechanisms, NPM interacts with histones and a few factors involved in gene regulation. The high-throughput analysis made in HeLa cells identified the ISWI complex subunit SNF2H as a potential interacting partner of NPM [51]. As many as 14 different ISWI complexes have been described [22]. Our protein interactome and co-IP results demonstrate that in fact, NPM and NPM-MLF1 can interact with different subunits (SNF2H, SNF2L and BAZ1B/WSTF; Fig 1D) specific to distinct ISWI complexes. Whether NPM and NPM-MLF1 can be recruited to chromatin with different ISWI complexes remains unknown. However, the unique composition of different ISWI complexes could be required for the participation of NPM (and NPM-MLF1) to several nuclear mechanisms such as transcriptional regulation, DNA repair, and DNA replication.

The interaction of NPM with BRG1 was reported in APL cells [8] where it was demonstrated that the translocation product PML-RARA favors the formation of an atypical transcriptional repressive complex composed of NPM/TOP2B/BRG1 [8]. Our proteomic results indicate that NPM also interacts with BRG1 in hematopoietic cells that are not characterized by the PML-RARA translocation. Interestingly, P/BAF can recruit TOP2A and TOP2B enzymes (both identified in the MS analysis of the NPM-MLF1 interactome; S1 File) to facilitate DNA decatenation and heterochromatin remodeling [52, 53]. Thus, NPM and NPM-MLF1 might be associated with TOP2 enzymes when interacting with P/BAF.

Our results on the effects of NPM^KD^ and NPM-MLF1 expression prompted us to identify genes abnormally regulated under these conditions. Specifically, we found that NPM and NPM-MLF1 could bind the chromatin of deregulated genes and influence the recruitment of CHD4/NuRD. Their targeting to genes is most likely mediated by specific transcription factors and some of them, *e*.*g*. YY1 and CTCF, were identified by MS interactome analysis (S2 File). However, when directly assessed by protein co-IP, we observed that both NPM and NPM-MLF interact similarly with YY1 and CTCF (S13 Fig). It remains to be defined whether other transcription factors or DNA structures [54] could differentially interact with NPM *vs* NPM-MLF1 and induce the preferential nuclear localization of NPM-MLF1 over NPM. Nonetheless, the enhanced recruitment of CHD4/NuRD imposed by NPM-MLF1 is likely to be critical for the leukemogenic activity of this fusion oncoprotein. The influence of NPM and NPM-MLF1 on P/BAF recruitment was not directly tested, but the comparative analysis of published ChIP-seq results obtained in K562 cells (S8 Fig), suggests that CHD4 and BRG1 can both be recruited to the NPM-activated genes *CARD9* and *MS4A3*, as well as to the NPM-repressed gene SPARC. Whether CHD4 and BRG1 could be simultaneously recruited to these NPM regulated genes could not be clarified. Indeed, the proteomic analysis performed was not conclusive since, the size-exclusion chromatography suggests that when interacting with NPM (or NPM-MLF1), CHD4 and BRG1 could be in the same complex and elute in same fractions of size exclusion chromatography, but CHD4 and BGR1 co-immunoprecipitation could not be detected in the K562 cells.

The recruitment of CHD4 and BRG1 to the same genes has been reported by different groups. Indeed, these nucleosome remodeling activities were reported to be associated and involved in the repression of γ-genes during β-globin gene switching [55, 56]. Alternatively, the recruitment of NuRD and BAF complexes to the same genes was reported during epithelial-mesenchymal transition in oral cancer cells [57]. Then, NuRD was found to antagonize BAF complex activity during the transition from epithelial to mesenchymal, suggesting that the recruitment of NuRD and BAF to common genes could facilitate the switching between transcriptional activation and repression. NuRD and BAF also show similar chromatin binding in embryonic stem cells [55, 58, 59]. Thus, such as proposed in embryonic stem cells [60], these examples suggest that the potential opposing activity of CHD4/NuRD and BRG1/BAF could facilitate the fine-tuning of gene expression and/or their capacity to respond to activation or repression signals [58].

NuRD is a critical regulator of chromatin organization within gene regulatory regions and, thereby, can facilitate different events leading to transcription initiation. Importantly, as demonstrated for certain ISWI complexes [60, 61], NuRD also influences transcription elongation [27, 41]. One of our goals was to understand how NPM and NPM-MLF1 act with NuRD to promote transcriptional activation or repression. Our results indicate that NPM-NuRD is required for the transcriptional repression of *SPARC* and activation of *CARD9* and *MS4A3*. In the case of *SPARC*, NPM-MLF1 favors NuRD recruitment with consequent decrease of gene expression. Enhanced recruitment of TFIID at the TSS in NPM^KD^ cells suggests that NPM-NuRD negatively regulates PIC formation at *SPARC*. Additionally, difference in H3K27 methylation suggests that when implicated in gene repression, NPM-NuRD (or NPM-MLF1-NuRD) act with the PRC2 methyltransferase EZH2. The chromatin and PIC analyses suggest that NPM-NuRD favors a bivalent chromatin characterized by H3K4me3 and H3K27me3, and the NPM-MLF1 recruitment disrupts this chromatin organization to further repress *SPARC* transcription. Thus, NPM and NPM-MLF1 regulate *SPARC* transcription by controlling the chromatin organization and consequently, transcriptional activation.

With respect to *CARD9* and *MS4A3*, NPM^KD^ does not influence TFIID recruitment but significantly affects H3K4me3, H3K79me3 and PCTD enrichment, suggesting that transcription elongation but not PIC formation or transcription initiation would be impaired by NPM^KD^ [27]. Indeed, H3K4me3 and H3K79me3 are formed by the histone methyltransferases MLL/SETD1 and DOT1L, respectively [62], and these chromatin marks can be associated with the transcription elongation complex thus promoting productive transcription elongation. The elongation complex including the MLL/SETD1 and DOT1L activities also contains P-TEFb [47, 63] and NPM was reported to interact with HEXIM, a subunit of the repressed form of P-TEFb [64]. The NPM-HEXIM interaction was not detected in K562 cells (LC-MS/MS analysis; S1 File). However, NuRD and P-TEFb are found in a larger complex that facilitates transcription elongation [27, 41] and NPM as well as NPM-MLF1 co-immunoprecipitate with the P-TEFb catalytic subunit CDK9 (S12 Fig). Thus, the positive influence of NPM-NuRD on transcription elongation of *CARD9* and *MS4A3* suggests that NPM-NuRD could act with P-TEFb at these genes. The absence of variation of *CARD9* expression in MOCK and NPM-MLF1 expressing cells could suggest that NuRD recruitment to *CARD9* is optimal under normal conditions, and the enhanced recruitment of NuRD in NPM-MLF1 expressing cells would not further promote transcription elongation at this gene. Importantly, *CARD9* is a NF-κB inducible gene [31] and may require the binding of this stress-induced transcription factor to be further activated. Thus, the NPM-NuRD effect on *CARD9* and *MS4A3* transcription is possibly related to improvement in transcription elongation since NPM interacts with CDK9/P-TEFb, and it favors MLL/SETD1 and DOT1L activities. It is not clear at present whether NPM-MLF1-NuRD can similarly affect transcription or acts more specifically on the chromatin organization at promoters.

In summary, the mutation of subunits of ATP-dependent chromatin remodeling complexes can favor leukemia [65–67]. Our study provides evidence that NPM and the leukemogenic translocation NPM-MLF1 interact with the chromatin remodeling complexes NuRD, P/BAF as well as complexes of the ISWI family. We show that NPM and NPM-MLF1 can both recruit and promote the capacity of the CHD4/NuRD complex to regulate gene expression in hematopoietic cells. NPM nuclear deficiency results in the abnormal regulation of NPM- and CHD4/NuRD-target genes. The oncoprotein NPM-MLF1 maintains the capacity to interact with NPM and is partially located in the cytoplasm. Nonetheless, unlike the nuclear ‘loss-of-function’ imposed by NPM^KD^ or NPMc+, the nuclear NPM-MLF1 binds to the chromatin, influences the organization of remodeling complexes, favors the uncontrolled recruitment of NuRD and induces abnormal transcriptional regulation of NPM target genes. The balance between remodeling complex NuRD and BAF is critical for the regulation of genes [57]. We propose that NPM-MLF1 disrupts the balance between NuRD and P/BAF complex to certain genes and thereby, induces their abnormal regulation. The results presented here suggests that NPM-MLF1 is associated to nuclear gain-of-function, rather than by a previously proposed loss of nuclear function effect, such as imposed by NPM^KD^ or NPMc+. The discovery of new protein partners of NPM and NPM-MLF1 and demonstration of mechanisms used by these factors to regulate genes provide a new basis for our understanding and further investigation of the NPM-related oncoprotein driven AML and their poor prognosis, especially those carrying the oncogenic fusion NPM-MLF1.

## Materials and methods

### Cell culture and stable cell transfections

The human chronic myeloid leukemia blast crisis cell line K562 was purchased from the American Type Culture Collection (Rockville, MD, USA) and cultured in RPMI-1640 medium supplemented with 10% fetal bovine serum at 37°C. K562/MOCK, K562/NPM, K562/NPM-MLF1 and K562/NPMc+ (hereafter: MOCK, NPM, NPM-MLF1 and NPMc+) cells were obtained by electroporation with linearized pOZN-Flag-HA-IRES-IL2R (pOZN) empty vector or pOZN-NPM, pOZN-NPM-MLF1, or pOZN-NPMc+ vectors. The selection of positive clones stably expressing NPM or mutants was conducted using anti-IL-2 coated magnetic beads was performed as previously reported [68]. NPM knockdown or scramble K562 clones (respectively: NPM^KD^ and shSc) were obtained by lentiviral infection with pLKO.1-puro plasmid vectors (Sigma). Stable clones were selected with 2 μg/mL of Puromycin.

### Nuclear extraction and co-immunoprecipitation assays

Nuclear extracts were prepared as previously described [68]. Briefly, cells were incubated for 10 min on ice in a hypotonic buffer (10 mM Tris pH 7.3, 10 mM KCl, 1.5 mM MgCl_2_). Cells were then lysed using a dounce homogenizer and isolation of nuclei was monitored under the microscope. After centrifugation, the nuclear pellet was resuspended in two equivalent volume of low salt buffer (20 mM Tris pH 7.3, 25% Glycerol, 0.2 mM EDTA, 20 mM KCl, 1.5 mM MgCl_2_). One volume of high salt buffer (20 mM Tris pH 7.3, 25% Glycerol, 0.2 mM EDTA, 1.2 M KCl, 1.5 mM MgCl_2_) was then added dropwise in the cold room. Following extraction of nuclear protein, chromatin was separated by ultracentrifugation (15000 rpm, 30 minutes and then 20000 rpm, 20 minutes at 4°C). All buffers were completed with 1% protease inhibitor cocktail (Bimake, Catalog Number: B14001), 1 mM PMSF, 10 mM β mercapto-ethanol. For Co-immunoprecipitations (co-IP), the nuclear extract was centrifuged at 13000 rpm for 10 minutes at 4°C and the supernatants were diluted in the equivalent volume of IP buffer (50 mM Tris pH 7.5, 10% Glycerol, 0.2 mM EDTA, 145 mM KCl, 5 mM MgCl_2_, 0.5% NP40, 1% protease inhibitor cocktail (Bimake), 1 mM PMSF, 10 mM β mercapto-ethanol). Specific antibodies or isotype-matched immunoglobulin controls (IgG) (2 μg) were added and lysates were incubated overnight at 4°C. Complexes were precipitated with protein G-Sepharose beads (P3296, Sigma) or Flag agarose beads (A2220, Sigma) and washed three to six times with 1 ml of ice-cold IP buffer. The antibodies used are listed in S1 Table.

### Sequential immunoaffinity purification (Tap-Tag) and Fast protein liquid chromatography (FPLC)

Flag-HA sequential immunoaffinity purification was carried out as previously described [68], from 20 mg of nuclear lysates of K562 (MOCK, NPM and NPM-MLF1) cells. Immunoprecipitated proteins were eluted from Flag or HA beads with 4 μg/ml of Flag or HA polypeptides (sequences: Flag: DYKDDDDK or HA:YPYDVPDYA from BioBasic) and molecular size chromatography was performed on the immune-affinity purified complexes with the AKTA purifier FPLC system (GE Healthcare) using Superose 6 increase 10/300 GL column (GE Healthcare). The column was calibrated with Dextran (2000 kDa), Thyroglobulin (669 kDa), Aldolase (158 kDa) and Bovine Serum Albumin (67 kDa) in FPLC buffer (50 mM Tris pH 7.3, 10% Glycerol, 60 mM KCl, 0.2 mM EDTA pH 8.5 mM MgCl_2_, 1% NP40 and 0.5 mM DTT). 500 μL of nuclear lysate or Tap-Tag purified sample was loaded on the column. After 0.2 column volume of isocratic elution, 0.5 mL fractions were collected, and proteins were precipitated with 15% TCA. Immunopurified samples or fractions, were first analyzed by silver staining, and then LC-MS/MS analysis was performed to identify interacting partners (Taplin Mass Spectrometry Facility, Harvard University, Boston).

Western blots were performed according to standard protocols. The antibodies used are listed in the S1 Table. Images were acquired with Image Quant LAS400 device (GE Healthcare Life Sciences).

### Chromatin immunoprecipitation and quantitative PCR analyses

Chromatin immunoprecipitation (ChIP) and quantitative real-time PCR assay were performed as previously described [56]. Briefly, 1 x 10^6^ cells were fixed with 1.5 mM ethylene glycolbis[succnimidyl succinate] (EGS; MJS Biolynx Inc), 1% formaldehyde (Sigma) and quenched with 50 mM Glycine (Sigma). The antibodies used are indicated in S1 Table. About 10% of immunoprecipitated material and 3% of input sample were used as template for qPCR with SYBR green (Bimake) on a 7500 Real time PCR System (Applied Biosystems). Primer sequences are described in S2 Table.

### Quantitative reverse transcription PCR (RT-qPCR)

RNA was extracted with TRIzol (Invitrogen) and treated with DNaseI-RNase-free (Thermo Scientific). Reverse transcription reactions were performed with oligo(dT)_18_ primers (Thermo Scientific) and RevertAid reverse transcriptase (Thermo Scientific), according to manufacturer’s instructions. RT material (1/20) was used as template for qPCR with SYBR green (Biotool) on a 7500 Real time PCR System (Applied Biosystems). Primer sequences are described in S2 Table. Quantification was carried out as previously described [56].

### Immunofluorescence

5 x 10^5^ cells were cytospun on slides and fixed with 3% paraformaldehyde for 30 minutes. Slides were washed with immunofluorescence (IF) wash buffer (0.1% Triton, 1 mM Sodium Azide in PBS) and blocked with 5% Bovine Serum Albumin for 1 hour. Cells were first stained with rabbit anti-HA and mouse anti-NPM and then with Alexa Fluor 594-conjugated anti-rabbit and Alexa Fluor 488-conjugated anti-mouse antibodies (S1 Table). Slides were mounted with DAPI-Dabco:Vectashield solution (1:1). Images were acquired with Delta Vision Core/Olympus IX71 microscope and were deconvoluted at 200 nm with SoftWoRx 6.5.2 software.

### Cell cycle analysis

2 x 10^6^ cells were washed with cold PBS, fixed with 75% cold ethanol and incubated overnight at -20°C. Cells were then washed with PBS and treated with 100 μg/mL RNase A (Sigma) for 20 minutes at 37°C. DNA was stained with 50 μg/mL Propidium Iodide. Cell cycle analysis was carried out on a FACScan flow cytometer with CellQuestPro software (BD Biosciences) according to the DNA content [69].

### Subcellular fractionation

Subcellular fractionation was performed as previously described [70]. Briefly, cells were lysed for 10 minutes on ice with 0.2 ml hypotonic buffer (10 mM HEPES pH 7.6, 10 mM KCl, 1.5 mM MgCl_2_, 0.5% NP40) supplemented with 1% protease inhibitor cocktail and phosphatase inhibitors (Bimake). After centrifugation, the cytosolic fraction was collected, whereas the nuclear pellet was resuspended in 0.1 mL CSK buffer (20 mM HEPES pH 7.6, 100 mM NaCl, 300 mM Sucrose, 3 mM MgCl_2_, 1 mM CaCl_2_, 0.5% Triton) supplemented with 1% protease inhibitor cocktail (Bimake) and incubated for 3 minutes on ice. Samples were centrifuged and supernatants corresponding to the nucleoplasmic fraction were obtained. Chromatin pellets were resuspended in CSK buffer supplemented with 30 U of Micrococcal nuclease (MNaseI; BioShop) and incubated 30 minutes at room temperature. Chromatin bound proteins were released from DNA with 200 mM ammonium sulfate.

### Ampli-sequencing assay

cDNA libraries were prepared from 10ng of K562 mRNA pre-treated with DNaseI, in triplicate, with the Ion AmpliSeqTM Transcriptome Human Gene Expression Kit (Thermo Fisher Scientific) according to manufacturer's instructions. Briefly, mRNA were reverse transcribed using SuperScript VILO cDNA synthesis kit (Thermo Fisher Scientific) and amplified with Ion AmpliSeq HIFI Mix. Primer sequences were partially digested with FuPa Reagent, and then barcoded using Ion Xpress Barcodes (Thermo Fisher Scientific). Purification was carried out by AMPure XP Reagent (Beckman Coulter). Libraries concentrations were defined by qPCR using Ion Library Quantification kit (Thermo Fisher Scientific). Libraries were pooled together at 50 pM for emulsion PCR, carried out using the Ion Chef Instrument (Thermo Fisher Scientific). Purified Ion Sphere Particles were loaded on Ion P1 Chip. Loading density was around 80%. The sequencing was performed on Ion Proton system (Thermo Fisher Scientific). Ion Torrent software, Torrent Suite v4.4 (Thermo Fisher Scientific) was used for base calling, alignment to the human reference genome (hg19) and quality control. Raw reads were then analyzed automatically using the AmpliSeqRNA plugin to generate gene-level expression values for all 20802 RefSeq human genes.

### Statistical analysis

Unpaired Student's *t*-test was used to determine the level of statistical significance (*P*-value).

## Supporting information

S1 Table List of antibodies.

S2 Table Primer sequence table.

S1 Fig Characterization of the MOCK, NPM, NPM-MLF1 and NPMc+ cell models. **A)** Schematic representation of NPM, NPM-MLF1 and NPMc+ protein structures. The nuclear export signals (NES), nuclear localization signals (NLS) and nucleolar localization signal (NoLS) are indicated; amino acid numbers are specified under the schematic representation of each proteins; the red star represents the NPMc+ mutation. **B**) Western blots of whole cell extracts of K562 cells infected with the pOZN empty vector (MOCK), FH-NPM (NPM), FH-NPM-MLF1 (NPM-MLF1) or FH-NPMc+ (NPMc+) cDNA; the antibodies used are indicated on the right side of the panels; α-Tubulin was used as loading control; molecular weights are indicated on the left side of the panels; **C**) Gene expression; the level of endogenous or transgenic *NPM* was obtained by RT-qPCR; the expression levels were normalized to MOCK cells and *GAPDH* was used as internal control; **D**) Representative cell cycle results; cells were stained with PI and analyzed by FACS; the bar graphs indicate the percentage of cells in each phase of the cycle, apoptosis and polyploid fractions; **E)** Growth curves of MOCK, NPM, NPM-MLF1 and NPMc+ cells. On the first day (D0), cell concentrations were adjusted to 100 000 cells/mL. Cells were counted every 24h for 4 days (D1 to D4); **F,G,I)** Representative immunofluorescence images; (Panel F) HA-Flag proteins were stained with rabbit anti-HA and Alexa fluor 594-conjugated anti-rabbit antibodies (red signals); (Panel G-I) anti-NPM antibodies to detect the endogenous NPM protein (in K562; S1I Fig) or NPMc+ (in OCI-AML3; S1G Fig) leukemia cells; nuclei were counterstained with DAPI (blue signals); the cell model is indicated on the top of the panels. **H)** Cytoplasm, nucleoplasm and chromatin compartments were separated by cell fractionation from MOCK, NPM, NPM-MLF1 and NPMc+ cells; NPM was detected by Western blot; α-Tubulin, APE1 and Histone H3 were used as controls of the different fractions.
(TIF)

S2 Fig Functional grouping and classification of proteins interacting with NPM and NPM-MLF1. Analysis of LC-MS/MS data performed with STRING database. NPM and NPM-MLF1 interacting proteins are classified according to biological processes.
(TIF)

S3 Fig Quality control of the samples. DNA detection on agarore gel loaded with 10μg of K562 whole cell extract lysate, and K562 nuclear extract treated or not with 10μg/mL of DNaseI.
(TIF)

S4 Fig Size exclusion chromatography fractionation of nuclear extracts. Size-exclusion chromatography (FPLC) from K562 nuclear extracts of NPM and NPM-MLF1 expressing cells, fractionated on Superose 6 10/300GL column; the antibodies used for Western blot are indicated on the right side of the panels; average fraction size in KDa is indicated under the panels; NE: nuclear extract; #: lower band (background) corresponding to MBD3 since the NPM detection was performed on membranes previously used for MBD3 detection.
(TIF)

S5 Fig FPLC column calibration and CHD4, BRG1 co-immunoprecipitations. **A)** Calibration of the Superose 6 increase 10/300 GL column; molecular weight fractionation of Dextran (2000 kDa; fractions 7–8), Thyroglobulin (669 kDa; fraction 17), Aldolase (158 kDa; fraction 22) and Bovine serum albumin (67 kDa; fractions 24–25); **B)** Co-Immunoprecipitation with CHD4 and BRG1 antibodies of MOCK, NPM and NPM-MLF1 nuclear extracts; IgG: corresponding isotype-matched immunoglobulins; proteins detected by Western blot are indicated on the right side of the panels.
(TIF)

S6 Fig Transcriptome analysis in NPM knockdown cells. **A)** Correlation plot corresponding to samples used for the transcriptome analysis. Samples 1–3 are triplicates of shScramble samples; samples 4–6 are triplicates of shNPM300 samples; the correlation coefficient r is indicated; **B)** List of genes obtained from the transcriptome analysis that are characterized by a Log2 Fold change expression ≥2 and a fold discovery rates of ≤0.05; *p-values* and Log2 Fold changes are indicated in the table; **C)** List of overlapping genes obtained by microarray analysis from NPMc+ AML patients (Verhaak, *et al*., Blood, 2005) (4) and the AmpliSeq analysis performed on K562 cells; genes with a fold change expression ≥ 1.5 in shNPM vs shScramble cells (AmpliSeq) were retained; upregulated genes are depicted in red, downregulated genes are depicted in blue.
(TIF)

S7 Fig Expression of *CARD9*, *SPARC* and *MS4A3* genes with shNPM298. RT-qPCR assays; *CARD9*, *MS4A3* and *SPARC* gene expression; the expression levels were normalized to shSc cells and *GAPDH* was used as internal control; *: p ≤0.05 obtained by unpaired Student’s t test.
(TIF)

S8 Fig ChIP Sequencing analysis. Analysis of CHD4 and BRG1 enrichment on *SPARC* TSS, *CARD9* TSS and *MS4A3* TSS. *LINGO2* is presented as a negative control region, showing no enrichment for CHD4 or BRG1 and Human Beta globin (HBB) as positive control; chromosomal positions are depicted on the top of each panel; enrichment scale is depicted on the left side of the panels. Importantly, the background level has been substracted and hence, the amplification peaks present regions enriched above the background level; ChIP-Seq data were obtained from K562 cells (ENCODE encyclopedia); BRG1 ChIP-Seq data accession number: GSM935633 and CHD4 ChIP-Seq data accession number: GSM1003510. Data were analysed with the Integrative Genomics Viewer (IGV) software (Robinson, *et al*., Nature biotechnology, 2011 and Thorvaldsdottir, *et al*., Briefings in Bioinformatics, 2013) and mapped on the hg19 genome.
(TIF)

S9 Fig Supplementary data for histone modification enrichments to *SPARC* and *CARD9* TSS. ChIP-qPCR assays; chromatin of shScramble (shSc) and ShNPM298 cells were immunoprecipitated with H3K4me3, H3K27me3, H3K79me3 and H3K36me3 antibodies or isotype-matched immunoglobulins (IgG); *SPARC* TSS: -120bp to +8bp; *CARD9* TSS: -99bp to -37bp; fold enrichments were relative to the neuronal *Pax6* regulatory element, used as internal control; *: p ≤0.05 obtained by unpaired Student’s t test; N.S: Non-significant enrichment compared to corresponding IgG.
(TIF)

S10 Fig NPM interacts with the PRC2 complex. The co-immunoprecipitations were performed with EZH2 or Flag antibodies on MOCK and NPM nuclear extracts; IgG: corresponding isotype-matched immunoglobulins; The proteins detected by Western blot are indicated on the right side of the panels.
(TIF)

S11 Fig Supplementary data for Pol II and PCTD enrichment in the ORF of *SPARC* and *CARD9*. ChIP-qPCR assays; chromatin of shScramble, shNPM300 (ShNPM), MOCK, NPM-MLF1 cells was immunoprecipitated with Pol II, Ser2-phosphorylated Pol II C-terminal domain (PCTD) or isotype-matched immunoglobulins (IgG); *SPARC* ORF: +24165bp to +24278bp; *CARD9* ORF: +6132bp to +6214bp; fold enrichments are relative to the neuronal *Pax6* regulatory element, used as internal control; *: p ≤0.05 obtained by unpaired Student’s t test; N.S: Non-significant enrichment compared to corresponding IgG.
(TIF)

S12 Fig NPM-MLF1 co-immunoprecipitations with P-TEFb and Super elongation complex. Co-immunoprecipitation experiments were performed with MOCK, NPM or NPM-MLF1 cell nuclear extracts, and with Flag, CDK9 antibodies or isotype-matched immunoglobulins (IgG); the proteins detected by Western blot are indicated on right side of the panels.
(TIF)

S13 Fig NPM and NPM-MLF1 interact with CTCF and YY1 transcription factors. The co-immunoprecipitations were performed on MOCK, NPM or NPM-MLF1 cell nuclear extracts with Flag, CTCF, YY1 antibodies or isotype-matched immunoglobulins (IgG); the proteins detected by Western blot are indicated on right side of the panels.
(TIF)

S1 File Complete lists of NPM and NPM-MLF1 interacting proteins identified by LC-MS/MS analyses.

S2 File Complete lists of factors involved in transcriptional regulation identified by the LC-MS/MS analyses.

S3 File Complete lists of NPM and NPM-MLF1 interacting proteins separated by FPLC and regrouped in three peaks, identified by the LC-MS/MS analyses.

S4 File Complete list of genes with Log2 Fold change expression variations ≥ 1.5 in the NPM^KD^ (shNPM), identified by AmpliSeq analysis.

# Supplementary material for: NPM and NPM-MLF1 interact with chromatin remodeling complexes and influence their recruitment to specific genes
**Source:** PLoS Genet. 2019 Nov 1;15(11):e1008463. doi: 10.1371/journal.pgen.1008463
**Supplement:** S1 Table

| **Antibodies** | **References** | **Compagnies** | **Applications** |
| --- | --- | --- | --- |
| CHD4 | ab70469 | Abcam | Co-IP / ChIP |
| Mi2 (CHD3/CHD4) | sc-11378 | Santa-Cruz | Western Blot |
| MTA2 | sc-9447 | Santa-Cruz | Western Blot |
| MBD3 | ab157464 | Abcam | Western Blot |
| HDAC1 | sc-81598 | Santa-Cruz | Western Blot |
| BRG1 | sc-10768 | Santa-Cruz | Western Blot |
| BAZ1B/WSTF | sc-28426 | Santa-Cruz | Western Blot |
| SNF2H/SMARCA5 | ab3749 | Abcam | Co-IP /Western Blot |
| SNF2L/SMARCA1 | ab37003 | Abcam | Western Blot |
| BAF155 | sc-365505 | Santa-Cruz | Western Blot |
| HA | sc-805 | Santa-Cruz | Western Blot/IF |
| APE1 | ab92744 | Abcam | Western Blot |
| NPM | 32-5200 | Invitrogen | Western Blot / IF (Suppl Fig S1D) |
| CDK9 | sc-484 | Santa-Cruz | Co-IP/Western Blot |
| α-Tubulin | sc-23948 | Santa-Cruz | Western Blot |
| H3 | 06-755 | Millipore | Western Blot |
| H3K4me3 | ab8580 | Abcam | ChIP |
| H3K27me3 | 17-622 | Millipore | ChIP |
| H3K79me3 | ab2621 | Abcam | ChIP |
| H3K36me3 | 17-10032 | Millipore | ChIP |
| H3Ac | 06-599 | Millipore | ChIP |
| Pol II | sc-899 | Santa-Cruz | ChIP |
| TFIID | sc-273 | Santa-Cruz | ChIP |
| Ser2P-Pol II | 3E10 | Chromoteck | ChIP |
| HA | 3724 | Cell Signaling | ChIP |
| NPM | sc-271737 | Santa-Cruz | IF (Suppl Fig S1B) |
| Alexa fluor 594 anti rabbit | 111-585-144 | Jackson | IF |
| Alexa Fluor 488 anti mouse | 115-545-146 | Jackson | IF |
| Normal IgG |  | Millipore | Co-IP/Western Blot/ChIP |

**Supplementary S1 Table: List of antibodies**

# Supplementary material for: NPM and NPM-MLF1 interact with chromatin remodeling complexes and influence their recruitment to specific genes
**Source:** PLoS Genet. 2019 Nov 1;15(11):e1008463. doi: 10.1371/journal.pgen.1008463
**Supplement:** S2 Table

| **Gene/region** | **Sequence (Forward)** | **Sequence (Reverse)** | **Application** |
| --- | --- | --- | --- |
| CARD9 | TGCACCAGGAGCAGGTTTTG | TTTCTGCATCTTCCTGAGGGC | RT-qPCR |
| SPARC | ATTGACGGGTACCTCTCCCA | GAAAAAGCGGGTGGTGCAAT | RT-qPCR |
| MS4A3 | TACTTCTGTCTACCAGCCCAT | GTTCCTGAACTACAGAACCCA | RT-qPCR |
| NPM | GTACAGCCAACGGTTTCCCTT | CTCTGCATCTTCCTCCACAGC | RT-qPCR |
| GAPDH | GTCGGAGTCAACGGATT | AAGCTTCCCGTTCTCAG | RT-qPCR |
| CARD9 TSS | CAGCGGACTTCCACTTCCGT | CCTGGTGACCTGCTTTCTGATT | ChIP-qPCR |
| CARD9 ORF | CGACCCAACCCTTCTCTGTGA | CCTGAACTGCTCGTGTGCC | ChIP-qPCR |
| SPARC TSS | GTGAGTCGGTTTAGGCAGCA | TCTCCCATAGCCAAAGCTGTC | ChIP-qPCR |
| SPARC ORF | AACTTTTGGGAGCACGGACT | GTCCCTAGAGCCCCTGAGAA | ChIP-qPCR |
| MS4A3 TSS | GTCTGTGGAGGCTTCCGTTA | AGTCCACCTTGTCGCAAGTA | ChIP-qPCR |
| Pax6 | AAGCAATGATGTTCTGCCAGC | CTGCCATCCTGCTGACTTTCC | ChIP-qPCR |

**Supplementary S2 Table: Primer sequence table**

How the deposited data were processed for this re-analysis (not part of the article)

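RNA of K562 cells with a scrambled shRNA (shSc, 3 libraries) and with shNPM300 (NPM KD, 3 libraries) was measured by AmpliSeq. The authors prepared the libraries from RNA pre-treated with DNaseI, sequenced them on an Ion Proton, aligned reads to hg19 with Torrent Suite 4.4 according to the methods and the submitters' processing notes, and deposited RPM per gene, reads scaled to a fixed total in each library, from the AmpliSeqRNA plugin, whose version and filters are not given in the sources used here. Each library had 20802 genes and 10 spike-in rows, which were all 0 and were left out. RPM steps gave whole reads for 100% of values within 0.1 read. Depth was 8842344 to 18981902 reads per library, and intervals and floors from it cover counting error only.

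Libraries of shSc replicates 1 and 2 and the 3 NPM KD libraries formed the main comparison, since they are the ones the study retained. Chi-square per gene between any pair of libraries was 43.6 to 240.7, so no library was a copy of another. Genes with at least 1 RPM in at least 2 of the 5 libraries (11554 genes) were tested by limma 3.58.1 in R 4.3.3 on log2(RPM + 0.5), with the variance trend, no covariate and Benjamini-Hochberg adjustment at 0.05. The 29 gene lists were tested with camera at a preset correlation of 0.01 and at an estimated one, and with fry, for change in 1 direction and in either. The same reads were tested with edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0 as alternatives. Tables were made with Python 3.11.15 and pandas 2.3.3. Coordinates are from GENCODE release 44 mapped to GRCh37; 18107 genes matched by symbol, 1579 by another name and 1116 not at all.

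Named genes are those the paper names for this experiment, up to 12 genes with the largest rise and 12 with the largest fall among genes that passed, with at least 5 RPM in the higher group and no overlap between groups, up to 4 passing and 2 abundant other members of each list, and CHD3, CHD4 and SMARCA4. The rule, the lists and most alternatives were fixed before the data were examined, except that values in S4 File had been seen; genes named outside the rule are said to be so, and members that passed over a list alone were named after their values were seen. Alternatives were other library sets, pseudocounts of 0.1 and 1, no filter or a filter of 5 RPM, TMM factors, quantile normalization, limma without the trend, a test without moderation, edgeR, DESeq2, a replicate block, each library left out (where 1 shSc library is left, it is assumed to vary like the NPM KD libraries), and, added after seeing the data, the libraries numbered 1 as a block and other sets of libraries for fry in either direction.

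The limma procedure was tested on simulated data for this comparison with 200 changed genes. At a fixed small spread it recovered 58% of changes of 1 on the log2 scale (11403 genes tested), 100% of changes of 2 (11413) and 100% of changes of 3 (11401). With the residual spread of the real libraries it recovered 0% (11395 genes), 44.5% (11388) and 78% (11399). There the residual SDs were drawn at random across genes, not kept with their own gene, and errors were independent between genes. Changed genes had a mean of at least 5 RPM, so these shares need not hold for the real comparison. RT-qPCR, ChIP, western blot and mass spectrometry data were not analysed here.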

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

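All tests of shSc replicate 3 in this part were chosen after its values had been seen. The paper left this library out, and 1844 genes listed at 0 in the other 5 libraries were above 0 in it, the signal that drew attention to it. It had the fewest reads, yet 16619 genes were above 0, against at most 14600 in any other library, which argues against lower depth. RNA of other cell types was left open by its test: 10.8%, just above the 10% set as its lower bound, of 65 multi-exon markers of T and NK cells, B cells, fibroblasts and epithelia reached 10 RPM (7 genes, LCK and VPREB1 among them), while in this library CD3E was at 0.23 RPM and COL3A1, DCN and MS4A1 at 0. Genomic DNA in the library is a candidate explanation: 80.5% of single-exon genes that are 0 in the other 5 libraries reached 10 RPM against 5.0% of multi-exon genes, although the methods state DNaseI treatment. No biological explanation was tested.

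Gene groups that the paper does not discuss were shifted as lists in camera with its preset correlation: megakaryocyte and platelet genes upward (adjusted p = 0.0063), hypoxia and glycolysis genes downward (adjusted p = 1.4e-04), immediate early genes upward (adjusted p = 0.028) and cancer-testis antigens upward (adjusted p = 0.035). None of these calls held with an estimated correlation (adjusted p = 0.695 for each) or with each library left out in turn: they ended without shSc replicate 2 for megakaryocyte (0.0928) and hypoxia genes (0.648), without shSc replicate 1 (0.143), shSc replicate 2 (0.152) or NPM KD replicate 3 (0.355) for immediate early genes, and without shSc replicate 1 (0.950), NPM KD replicate 1 (0.114) or NPM KD replicate 2 (0.500) for cancer-testis antigens.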

How the results depend on the processing

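The libraries numbered 1 as a block were chosen after the data were seen; all other alternatives were set before, except where said. Leaving out a retained shSc library leaves 1, which is assumed to vary like the NPM KD libraries, so calls lost there do not show that they rest on the library left out. At the real spread between libraries, limma recovered 0% of simulated changes of 1 and 44.5% of changes of 2 (log2). Genes with changes of these sizes can be missed, so a gene that did not pass is not shown to be unchanged. A count of 0 in a library allows up to 0.339 RPM in the shallowest one, so genes of low RPM have uncertain folds. Where a result differs between these settings, the cause was not tested.

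Without any fold threshold, 8 genes were higher and 7 lower in the comparison of 5 libraries. The counts were 0 and 3 with all 6 libraries, 13 and 7 with a pseudocount of 0.1, 6 and 7 with a pseudocount of 1, 1 and 1 with no filter, 3 and 4 with a filter of 5 RPM, 11 and 9 with TMM factors, 13 and 13 with quantile normalization, 13 and 9 without the trend, 5 and 6 with edgeR and 105 and 85 with DESeq2. Without moderation limma called 0 and 0 (891 genes at an unadjusted p under 0.05). DESeq2 called 89 higher and 69 lower at a log2 fold change of at least 1.5, and 77 and 49 at 2. The fold threshold alone, without an FDR, gave 127 and 107 at 1.5 and 65 and 49 at 2. In the other settings named here each called gene had a log2 fold change of at least 2, so these counts hold at 1.5 and 2. Of the 15 genes, 14 still passed with a pseudocount of 0.1, 13 with 1, 13 without the trend, 10 with edgeR and 15 with TMM factors, quantile normalization and DESeq2.

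Leaving out 1 library gave 0 to 2 genes higher and 0 to 3 lower, and none without shSc replicate 1 or 2, with or without shSc replicate 3. The libraries numbered 1 as a block gave 20 and 16 genes (19 and 16 at 2), and 0 and 3 with all 6 libraries.

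Of the genes of S4 File, 15 passed in the comparison of 5 libraries, 3 with all 6, 2 with no filter, 7 with a filter of 5 RPM, 25 with quantile normalization, 0 without moderation, 145 with DESeq2, 35 with the libraries numbered 1 as a block and 3 with that block and all 6 libraries. Leaving out 1 library gave 0 to 5.

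Of the gene lists, 6 passed in camera. The number was 3 with a filter of 5 RPM, 3 without moderation, 3 to 10 with 1 library left out, 0 with an estimated correlation and 0 with fry's test for change in 1 direction (smallest adjusted p 0.0724, the myeloid list). With camera the myeloid list passed in 22 of 23 alternatives, hypoxia and glycolysis in 20, megakaryocyte and platelet genes in 19, the integrated stress response in 15, immediate early genes in 10 and cancer-testis antigens in 8. Directions turned with all 6 libraries but 1: erythroid genes without shSc replicate 2 (adjusted p = 0.0262, upward; 0.0262 to 0.963 over alternatives with camera), and, without shSc replicate 1, the integrated stress response (0.736, upward; 1.4e-13 to 0.736) and cancer-testis antigens (0.6135, downward; 5.9e-05 to 0.9499). Erythroid genes also passed downward in the 5 libraries without shSc replicate 1 (0.0419), the direction of the comparison of 5 libraries. A further 140 sign changes were of results that passed in neither setting.

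In fry's test for change in either direction, 10 of 29 lists passed: extracellular matrix and megakaryocyte genes (adjusted p = 2.0e-04 each), myeloid (7.4e-04), ISWI (7.8e-04) and interferon-stimulated genes (8.0e-04), cadherins and other adhesion genes (0.0020), integrins (0.0049), basophil (0.0078), immediate early (0.0317) and HOX genes (0.0415). The test does not compare a list with other genes, and of 1000 random lists of 20 tested genes 23.6% had an unadjusted p under 0.05. Over other sets of libraries, chosen after the data were seen, 10 lists passed with all 6 and 5 to 16 with 1 library left out. The matrix, megakaryocyte, myeloid and interferon lists passed in each of these sets, the ISWI list ended with all 6 (0.729), and immediate early genes ended with any 1 of the 5 libraries left out (0.116 to 0.983). The adhesion call ended without shSc replicate 1 or NPM KD replicate 1 or 2 (highest 0.0877), the integrin call without shSc replicate 1 or 2 or NPM KD replicate 1 or 2 (0.372), the basophil call without shSc replicate 1 or NPM KD replicate 1 or 2 (0.372) and the HOX call without shSc replicate 2 or NPM KD replicate 1, 2 or 3 (0.604).

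The highest correlation with shSc replicate 3 was 0.879 and the lowest among the other 5 libraries 0.922. Over every gene above 0 these were 0.792 and 0.971, and with Spearman's rho 0.865 and 0.928.

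The replicate numbers were not taken to pair the samples, because not every correlation of same-numbered libraries' deviations from their group means was over 0.1 (0.43, 0.31 and 0.04). The libraries numbered 1 and 2 deviated together, since their difference in shSc correlated with that in NPM KD at 0.63 across genes, and the libraries numbered 3 did not correlate best with each other (shSc replicate 3 with NPM KD replicate 2 at 0.10, NPM KD replicate 3 with shSc replicate 2 at 0.08). The replicate block gave 703 genes higher and 995 lower (146 and 214 at a log2 fold change of at least 1.5, 67 and 75 at 2), 300 genes of S4 File and 10 lists, with 1 residual degree of freedom and 32.3 prior ones against 3 and 4.8 without it. With all 6 libraries the replicate block gave 0 and 0 genes, also of S4 File (1092 genes at an unadjusted p under 0.05). NPM1 passed with the replicate block of the 5 libraries (adjusted p = 4.7e-06; 4.7e-06 to 0.588 over alternatives) and did not with all 6 (0.335).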

Differences from the paper's values

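The paper's S4 File holds 693 genes at a log2 fold change of at least 1.5 either way, with no FDR stated for it. In the deposited RPM, 1101 genes with both means above 0 met that threshold, and all 693 were among them. The alternatives set before the data were examined gave 234 (the limma coefficient alone, over tested genes), 2559 (all 6 libraries), 1292 and 1243 (without shSc replicate 1 or 2) and 1066, 1086 and 1239 (without NPM KD replicate 1, 2 or 3), and each of these counts was over 1.5 times larger or smaller than the paper's.

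The paper states that SPARC rose in NPM KD at an FDR of 0.05 or less, and that RT-qPCR with shNPM300 and shNPM298 bore out SPARC, CARD9 and MS4A3. The test behind its FDR was not found in the paper, so the limma value need not be comparable. The log2 fold change of SPARC was 2.65 here, but the adjusted p was 0.0502 from limma. It passed under 3 alternatives set before the data were examined, quantile normalization, DESeq2 on recovered reads and the replicate block, and with the libraries numbered 1 as a block, chosen after seeing the values, under which 35 of the 368 tested genes of S4 File passed and CARD9 did not. It did not pass under the other 18, and over all alternatives the adjusted p was 9.1e-11 to 0.606.

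The paper states that CARD9 is lower in NPM KD, and its text gives no FDR for this gene. The direction was the same here in all 22 alternatives, with log2 fold changes from -2.16 to -1.13, but the adjusted p was 0.476 from limma and passed only with the replicate block (0.0019; 0.0019 to 0.9999 over alternatives).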

Other observations

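The tests on library batches and on the splits were chosen after the result was seen; those on GC content and on flanking genes were written before, and the genes named below other than CHD3, CHD4, SMARCA4, MS4A3, MS4A4A and EVC were chosen after their values were seen. Genes of the remodelers whose proteins the paper examined in Fig 4D did not pass: CHD3 had a log2 fold change of -0.57 (adjusted p = 0.804 from limma), CHD4 of 0.13 (adjusted p = 0.935) and SMARCA4 of -0.15 (adjusted p = 0.927). By western blot the paper reports more CHD3/4 protein and more BRG1, the SMARCA4 protein, in NPM KD cells. RNA levels do not test a change in protein.

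Libraries numbered 1 differed from those numbered 2 in both groups: RPL35A had 5.92 and 4.71 RPM in shSc and NPM KD replicates 1 but 232.2 and 31.21 RPM in replicates 2, while KIF11 had 81.62 and 64.46 against 5.26 and 13.56 RPM. A difference between library batches may account for this: 75 ribosomal protein genes, whose products are needed in equal amounts, scattered 1.24 times as much as 283 other genes of the same level (SD 0.63 against 0.51, log2). Transcript GC content had a Spearman correlation of 0.098 across genes with the shared difference. That is just under the 0.1 set before the test as going against GC content, too close to the bound to decide. The paper and labels give no batch, and a difference between cultures was not excluded.

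Some neighbouring genes had large fold changes in 1 direction. MS4A3 and MS4A4A fell, and MS4A6A beside them on chromosome 11 had 3.03 RPM in shSc and 0.056 RPM in NPM KD (adjusted p = 0.140 from limma). A copy number change of the wider region was tested as a hypothesis: 13 tested genes within 1000000 bases that are not MS4A genes had a median log2 fold change of -0.03 (SD 0.74), which argues against it, but a change limited to the MS4A genes was not tested. EVC rose, and its neighbour EVC2 on chromosome 4 was at 0.707 RPM in shSc and 8.45 RPM in NPM KD (adjusted p = 0.0502 from limma). For their region the median over 7 flanking genes was 0.25 (SD 0.77, lowest -1.76, highest 0.39). This lay just under the bound set before the test as going against a copy number change. With so few and scattered genes it was not taken to decide. A biological change through NPM, as in the knockdown design, stays open for both. Other differences between the shSc and NPM KD clones cannot be told apart from it in these libraries.

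Splits of the libraries are too few for a share under 0.05. With 5 libraries the real split gave 15 genes and the highest of the other 9 gave 29, so 2 of 10 splits gave as many; that split puts the libraries numbered 1 of both groups together, and with these as a block 36 genes passed. With all 6 libraries the real split gave 3 genes and the highest other 0 (1 of 10 splits with as many).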
